# Genetic control of rhizosheath formation in pearl millet

**DOI:** 10.1038/s41598-022-13234-w

**Published:** 2022-06-02

**Authors:** C. de la Fuente Cantó, M. N. Diouf, P. M. S. Ndour, M. Debieu, A. Grondin, S. Passot, A. Champion, C. Barrachina, M. Pratlong, P. Gantet, K. Assigbetsé, N. Kane, P. Cubry, A. G. Diedhiou, T. Heulin, W. Achouak, Y. Vigouroux, L. Cournac, L. Laplaze

**Keywords:** Plant sciences, Plant genetics, Plant physiology, Plant stress responses, Plant symbiosis

## Abstract

The rhizosheath, the layer of soil that adheres strongly to roots, influences water and nutrients acquisition. Pearl millet is a cereal crop that plays a major role for food security in arid regions of sub-Saharan Africa and India. We previously showed that root-adhering soil mass is a heritable trait in pearl millet and that it correlates with changes in rhizosphere microbiota structure and functions. Here, we studied the correlation between root-adhering soil mass and root hair development, root architecture, and symbiosis with arbuscular mycorrhizal fungi and we analysed the genetic control of this trait using genome wide association (GWAS) combined with bulk segregant analysis and gene expression studies. Root-adhering soil mass was weakly correlated only to root hairs traits in pearl millet. Twelve QTLs for rhizosheath formation were identified by GWAS. Bulk segregant analysis on a biparental population validated five of these QTLs. Combining genetics with a comparison of global gene expression in the root tip of contrasted inbred lines revealed candidate genes that might control rhizosheath formation in pearl millet. Our study indicates that rhizosheath formation is under complex genetic control in pearl millet and suggests that it is mainly regulated by root exudation.

## Introduction

Pearl millet is a small-seeded tropical cereal that was domesticated about 4500 years ago in the Sahelian part of West Africa^1^. It is mostly grown in dry and poor soils as a rainfed crop and is therefore well adapted to environments prone to drought and heat stress for which it harbours largely untapped genetic diversity in the locally adapted cultivated and wild pearl millets^1–3^. The outstanding capacity for growing in harsh environments highlights the great potential of pearl millet as a biological model to investigate crop adaptation and resilience to abiotic constraints, as well as its key role for food security in some semi-arid tropical regions in Africa and Asia. Still, pearl millet yield remains low for two main reasons: the difficulty to reach its potential yield in constrained environments and the little attention that the crop has received from breeding programmes^3^.

Root traits are emerging as new targets for breeding more sustainable and resilient crop varieties in global climate change scenarios^4^. The root system is responsible for plant water and nutrient acquisition. Phenotypic selection of root ideotypes combining architectural, anatomical and physiological traits has been proposed as a way to optimise access to soil resources in specific agroecosystems and crop management practices^4^. Besides root architecture, anatomy and physiology, the rhizosphere, the volume of soil around the root influenced by the root^5^, can be regarded as a plant extended phenotype and therefore a target for breeding more sustainable crops^6,7^. Indeed, the dynamic interplay between root, soil and microbiota in the rhizosphere eases adaptation to changing environments and can have a remarkable impact on plant fitness^7–9^. The intricate relationships in the rhizosphere define a belowground niche where soil moisture, organic matter content, the composition of the microbial community and its activity are different from the bulk soil^10,11^. Plants benefit from this interaction especially in constrained environments where access to nutrients and water is restricted^12^.

The rhizosheath size, or root-adhering soil mass, is a proxy in the study of this complex extended phenotype and an interesting potential target for breeding programmes^13^. Rhizosheath formation was first noticed as the sandy sheath surrounding the roots of desert plants^14^ and later reported to occur across many angiosperm orders^15^. Increased rhizosheath size has been correlated with enhanced wheat and foxtail millet performance in drying soils^16,17^. In barley and oat, rhizosheath formation has been related with improved acquisition of major and essential trace elements in limiting water conditions^18,19^. A combination of root architectural and anatomical traits and the secretion of root exudates and mucilage have been connected to soil aggregation to the root^13,20^. For instance, root branching, root hair formation or symbiosis with arbuscular mycorrhizal fungi (AMF) have been associated to some extent with rhizosheath establishment^15,17,21^. Root architectural traits have been found crucial for rhizosheath formation in wheat and foxtail millet^17,22^. On the other hand, root exudates composition and mucilaginous polymers released by root-associated microorganisms impact the stability of soil aggregates that bind around the root^23^. Root growth and exudates exert dynamic changes in the rhizosphere physical properties and hydraulic processes that affect soil nutrient dynamics and the composition of the rhizosphere associated microbiota^9,24–26^. Despite the inherent complexity linked to the effect of exudates in the rhizosphere, some studies showed their direct relationship with rhizosheath formation. For example, greater mass of mucilage exuded by chickpea roots were linked with the formation of larger and more porous rhizosheaths capable of storing more soil moisture in drought tolerant cultivars^27^. In annual crops such as wheat, barley and maize, there is evidence of the remarkable plant genetic influence in the formation of rhizosheath and the processes of rhizodeposition influencing rhizosphere microbial activities^18,28–30^, however few studies have aimed to dissect the genetics underlying the conformation of this extended root phenotype^18,28,31,32^.

In previous studies, we reported a remarkable genotypic variability for root-adhering soil aggregation in pearl millet^33^. Moreover, this variability was associated with changes in rhizosphere microbiota structure and function^33,34^. Here, we analysed the relative contribution of root architectural characteristics and root colonization by AMF on root-adhering soil aggregation in pearl millet. We then combined a genome wide association analysis (GWAS), with bulk segregant analysis (BSA) and transcriptomic data to dissect the genetic bases of this complex trait.

## Results

### Root-adhering soil aggregation is weakly correlated to root hair traits in pearl millet

Several root traits have been proposed to contribute to root-adhering soil aggregation (as an integrative phenotype) including root hair development, root architecture, and arbuscular mycorrhizal symbiosis. We therefore analysed the contribution of these different traits to root-adhering soil aggregation in pearl millet. For this, we analysed correlation between root-adhering soil aggregation, root architecture, root hair length and density and frequency and intensity of root colonization by AMF in eight inbred lines with contrasted rhizosphere aggregation phenotype^33^ after four weeks of growth (Fig. 1A). Among root architecture traits, only the average root diameter (AvgDiam) was weakly and negatively correlated (*p* = 0.012, *r*^2^ = 0.057) with root-adhering soil aggregation (Fig. 1B, Table 1). For root hairs, only average length of root hairs (AvgLRH) was weakly and positively correlated to root-adhering soil aggregation (*p* = 0.005, *r*^2^ = 0.077; Fig. 1C, Table 1). No significant correlation was observed for all other traits including frequency and intensity of root colonization by AMF (Fig. 1A, Table 1). Similar results were found in two independent experiments (2018 and 2020; Supporting Information Table S1).

**Figure 1:**
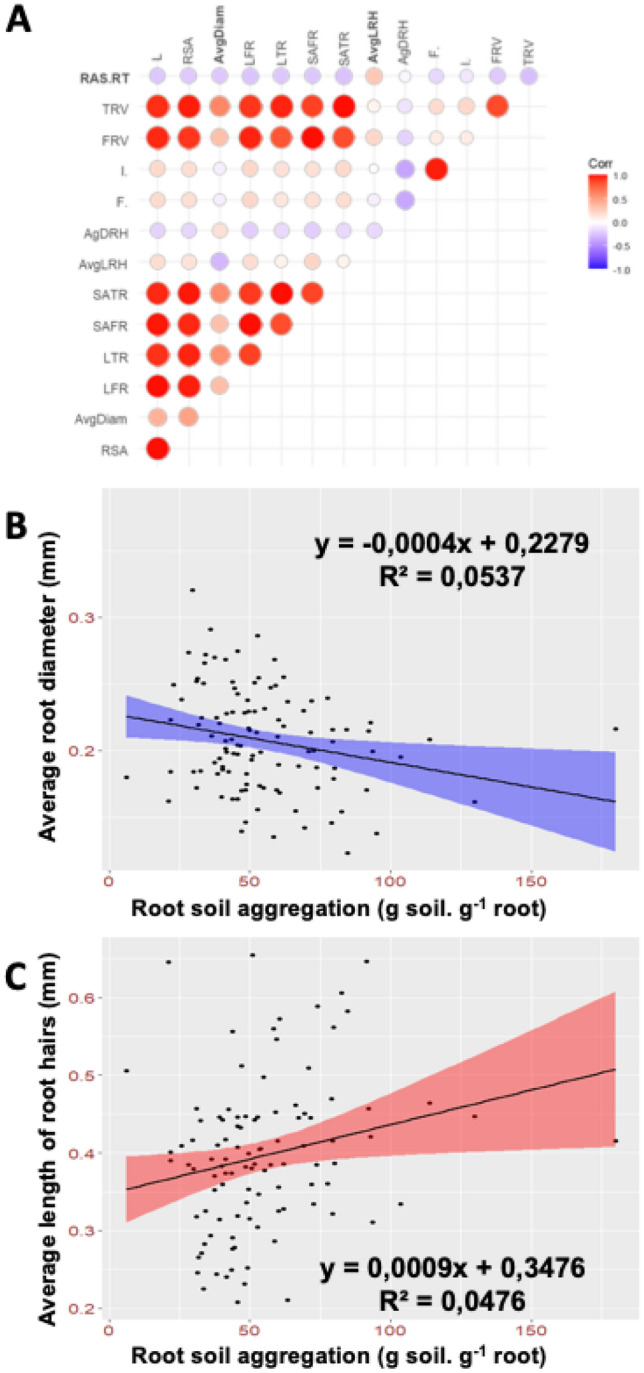
Relation between root soil aggregation, root architecture, root hair development and arbuscular mycorrhizal symbioses. **(A**) Pearson correlation between traits using adjusted lsmeans across two experiments conducted in different years. (**B**) Linear regression between root diameter and root soil aggregation. Points represent the mean value of the traits for inbred lines across the two experiments. (**C**) Linear regression between root hair length and root soil aggregation. Points represent the mean value of the traits for inbred lines across the two experiments.

**Table 1:** Correlation matrix of root soil aggregation and root parameters.

Trait	Root architecture								Root hairs		AM symbiosis	
	RAS/R T	L	RSA	AvgDiam	LFR	LTR	SAFR	SATR	AvgLRH	AgDRH	F%	1%
RAS/RT	**1**	0.017	− 0.081	− **0.239**	0.053	− 0.112	0.037	− 0.110	**0.278**	0.069	0.283	− 0.133
*p* valuc	**0**	0.863	0.397	**0.012**	0.579	0.242	0.697	0.250	**0.005**	0.488	0.463	0.744

Value from 2 independent experiments on contrasted pearl millet lines using Spearman's correlation test. Ratio (RAS/RT) between the mass of root-adhering soil (RAS) and root tissue biomass (RT), Total root length (L), Root Surface Area (RSA), Average Root Diameter (AvgDiam), Total Length of Fine Roots (LFR), Total Length of Thick Roots (LTR), Surface Area of Fine Roots (SAFR), Surface Area of Thick Roots (SATR), Average Length of Root Hairs (AvgLRH), Average Density of Root Hairs (AgDRH), Frequency of mycorrhization (F%), Intensity of mycorrhization (I%).

Significant values are in bold.

Altogether, our results suggest that root hairs development could play a weak role in root-adhering soil aggregation in pearl millet and that root architectural traits and AMF colonization rate have no significant impact.

### Genetic bases of rhizosheath formation in pearl millet

We previously reported the phenotyping of a panel of pearl millet inbred lines for root-adhering soil aggregation^33^. Briefly, a total of 1408 plants corresponding to 181 inbred lines were phenotyped and we recorded an almost four-fold variation in rhizosheath size (RAS/RT ratio), ranging from 7.4 (ICML-IS 11139) to 26.3 (ICML-IS 11084)^33^. Here, we used these data to evaluate the heritability of root-adhering soil aggregation. A broad sense heritability of 0.72 was computed, suggesting that root-adhering soil aggregation is largely under genetic control. Altogether, these data indicate that root-adhering soil formation has high heritability and that a large genetic diversity exists in pearl millet.

We therefore analysed the genetic bases of root-adhering soil formation using association genetics. Out of the 181 inbred lines, 139 lines with good quality data for phenotype and genotype were retained to perform the association study. As a first step, we conducted a population structure analysis of the 139 lines (Supplementary Fig. S1) that confirmed the negligible genetic structure previously reported for this panel^35^. A total of 381,899 SNPs was used for the association analysis. We first calculated the least square means of the trait root-adhering soil aggregation (RAS/RT ratio) across the different experiments. The ratio ranged from 12.4 to 26.3 with an average of 18.0. The LFMM model for GWAS identified 53 significant SNPs (*p* value < 0.0001) across the genome (Fig. 2A), defining 34 significant regions or QTLs considering windows of 50 kb up and downstream of significant positions to define significant regions. The proportion of phenotypic variance accounted for the most significant SNPs defining QTLs ranged from 9.2 to 15.6% indicating that the corresponding QTLs had small phenotypic effect.

**Figure 2:**
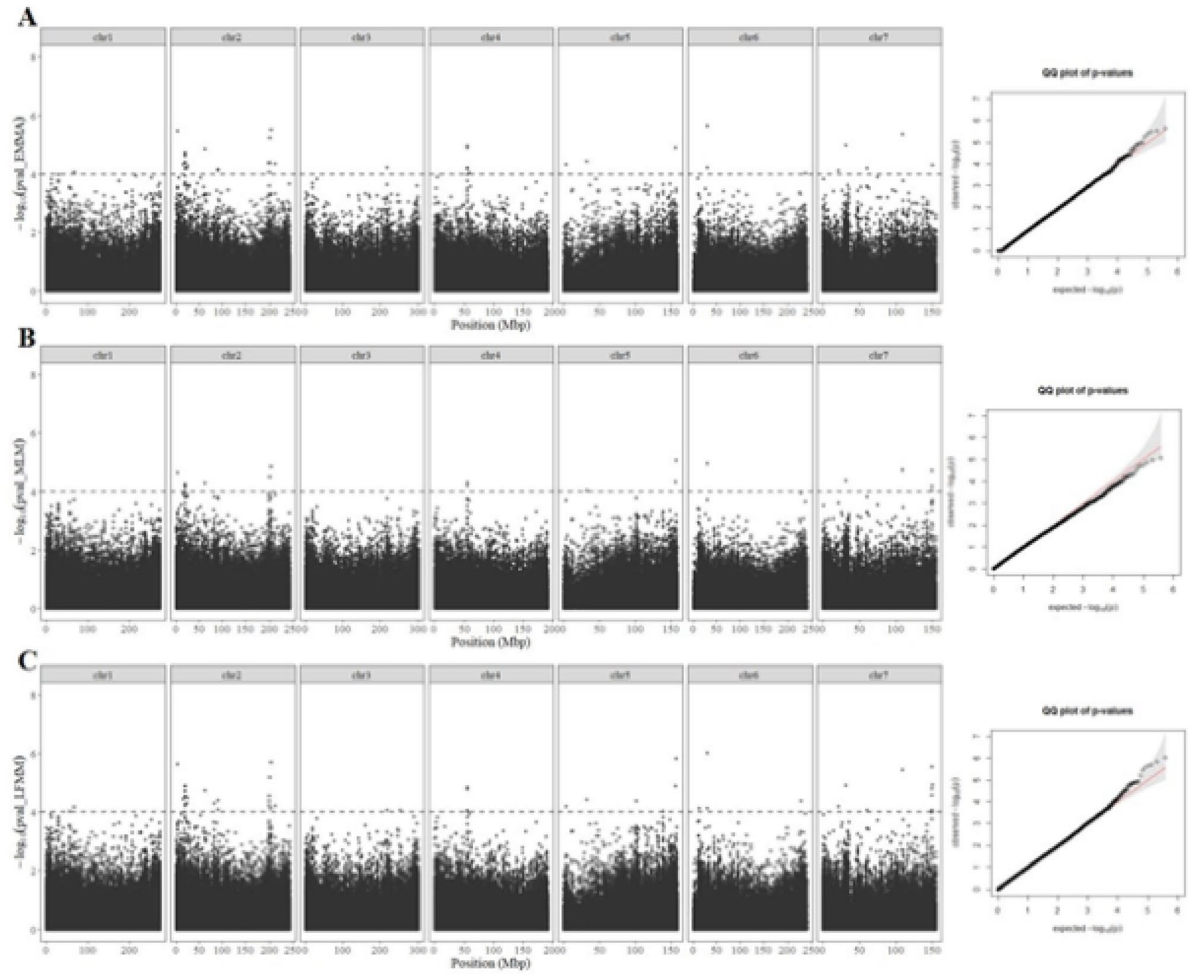
Genome-wide association studies (GWAS) for rhizosheath size in pearl millet. Manhattan plots and QQ plots obtained with three GWAS methods. (**A**) Efficient Mixed Model Association or EMMA, (**B**) Mixed linear model or MLM and (**C**) Latent Factor Mixed Model or LFMM. Each Manhattan plot shows the –log10 *p* value of the statistic (y axes) for each SNP position (x axes). The dashed line delimits the threshold for highly significant SNPs (*p* value < 10^–4^).

We compared these results with two other GWAS methods (Fig. 2B,C). Thirty-nine of these SNPs included in 25 QTLs defined through LFMM were also found significant with EMMA, and 19 significant SNPs assigned to 14 QTLs using MLM model in GAPIT (Supplementary Table S2). Fifteen SNPs in 12 QTL regions were found significant across the three GWAS methods. Altogether, our GWAS analysis revealed 12 potential QTLs controlling root-adhering soil aggregation in pearl millet.

To back up our GWAS analysis, we performed bulk segregant analysis in a F2 population derived from a cross between two lines with contrasted RAS/RT phenotypes, ICML-IS 11139 (low RAS/RT) and ICML-IS 11084 (high RAS/RT; Fig. 3A). F2 plants were phenotyped in five consecutive blocks together with the parental inbred lines. We confirmed the contrasted RAS/RT ratio of the parental lines with average values of 15.0 (ICML-IS 11139) and 32.7 (ICML-IS 11084, Fig. 3B). Ten individual F2 lines were dropped from the analysis leaving 547 F2 with RAS/RT ratio ranging from 1.6 to 54.8 and with an average value of 22.3. The phenotype distribution of the F2 was slightly skewed towards high values of RAS/RT ratio and showed a significant block effect (Supplementary Fig. S2). We used log transformation of RAS/RT ratio in our analysis of variance and selected lines with extreme values of the residual term for the bulks. The bulks consisted in two groups of 55 F2 lines each, with RAS/RT ratio average values of 11.0 for the low RAS/RT bulk and 38.2 for the high RAS/RT bulk (Supporting Information Table S3). A total of 223.6 Mbp reads were mapped to the target enriched regions and used for SNP calling. We identified a group of 23,160 SNP variants (1.5 SNPs per 100 kb in average) between the bulks. The average sequencing depth was high with 887X and 863X in the small and high RAS/RT bulk respectively. The NGS-based BSA analysis revealed significant differences in the allele frequency of 380 SNPs at the 95% confidence interval (Table 2, Fig. 3C). These SNPs defined five significant chromosome regions linked to the segregation of the RAS/RT ratio phenotype: three on chromosome 5 (RAS5.1, RAS5.2 and RAS5.3) and two on chromosome 6 (RAS6.1, RAS6.2; Table 2). The smallest genomic region defined corresponded to RAS5.3 with 10.6 Mbp and 41 significant SNPs. In contrast, the largest significant region corresponded to RAS5.2, with 45 Mbp and 307 significant SNPs.

**Figure 3:**
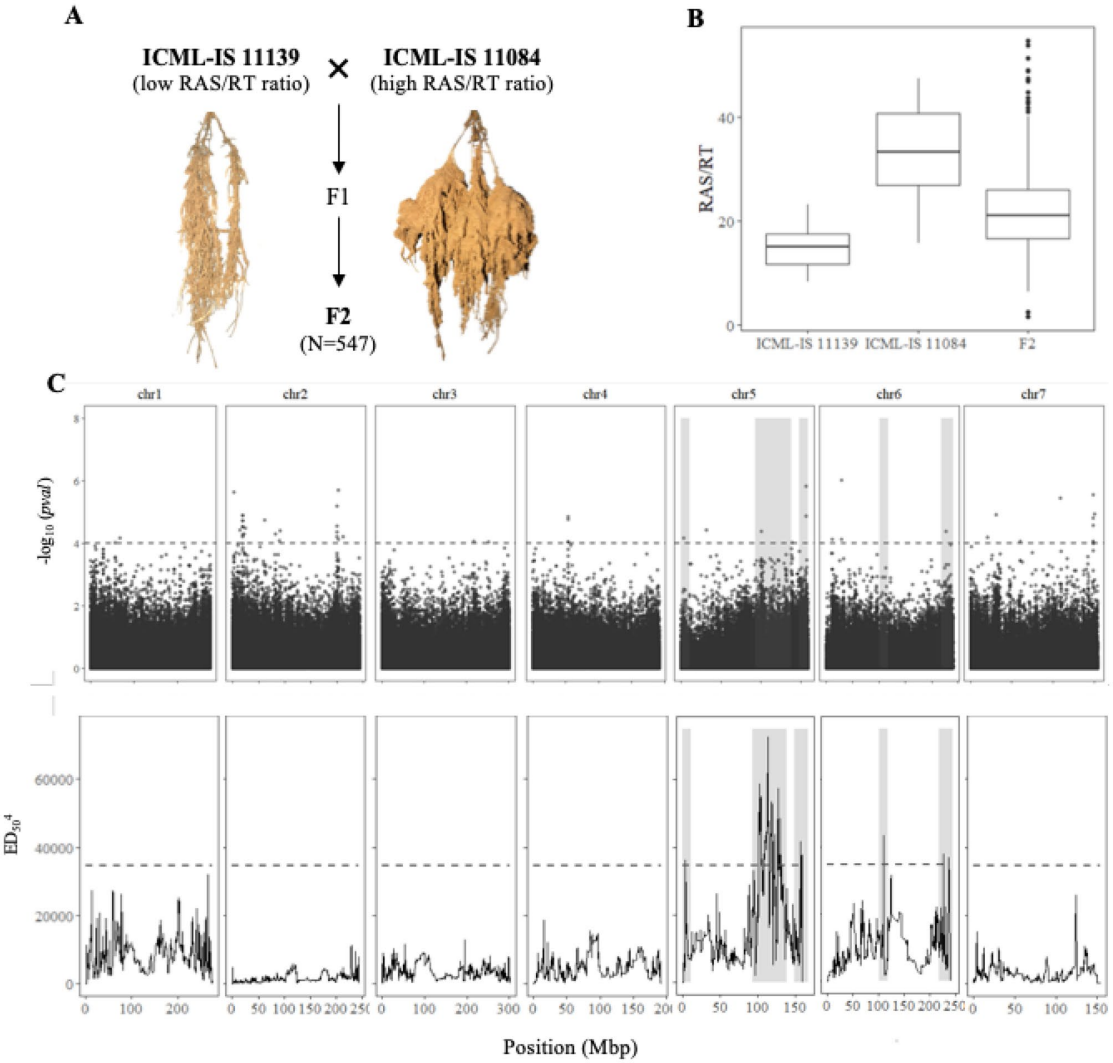
Genetic dissection of root soil aggregation in pearl millet by Bulk Segregant Analysis (BSA). (**A)** Cross established for Bulk Segregant Analysis (BSA) between two pearl millet inbred lines with contrasted rhizosheath phenotype. (**B)** Boxplot showing the distribution of RAS/RT ratio in line ICML-IS 11139 (N = 29), ICML-IS 11084 (N = 27) and F2 population (N = 547). (**C)** Comparison between GWAS and BSA results. Top figure represents the Manhattan plot of the GWAS by LFMM ridge method^36^. The x-axis corresponds to the position of the 381,899 SNPs identified by GBS in a group of 139 inbred lines. The vertical axes correspond to the –log10 *p* value of the statistic. The dashed line delimits the threshold for highly significant SNPs (*p* value < 10^–4^). Bottom figure shows the significant regions associated with root soil aggregation identified by BSA using bulks of contrasted F2 lines from a bi-parental cross. The plot shows the Euclidean Distance statistic profile (y axis) across the seven pearl millet chromosomes (x axis). The dashed line indicates the 95% confidence interval threshold for the localisation of significant regions. In both plots, the shaded area delimits the extent of the five significant regions identified by BSA and the overlap with significant SNPs identified by GWAS and the correspondence with the BSA peaks found.

**Table 2:** Significant genomic regions identified by Bulk Segregant Analysis (BSA) for root-adhering soil aggregation (i.e. RAS/RT) at the 95% confidence interval.

	Chr	Peak position (Mbp)^1^	Region range (Mbp)^2^	Region length (Mbp)	Number sig SNPs
*RAS5.1*	5	3.33	0–11.36	11.33	3
*RAS5.2*	5	112.88	92.95–137.95	45.01	307
*RAS5.3*	5	156.25	148.12–158.68	10.56	41
*RAS6.1*	6	110.41	102.08–118.41	16.33	16
*RAS6.2*	6	226.25	218.25–240.48	22.23	13

^1^Position of the most significant SNP in the region range.

^2^Limits of the significant region considering the overlapping confidence interval of significant markers in the region.

With this information we looked for chromosome regions coming up significant across analysis. We compared the mapping position of QTL regions defined by the significant SNPs identified in the GWAS analysis and the significant regions identified using BSA in the F2 population. Interestingly, the range of four out of five BSA significant regions was found to overlay with the position of significant SNPs defined by GWAS (Fig. 3C, Supplementary Table S2,). Furthermore, the peak position of RAS5.1 on chromosome 5 is located 43 kb away from the SNP chr5_3282686 identified by GWAS (LFMM and EMMA). Likewise, the RAS5.3 spans through a genomic region containing two GWAS QTLs (LFMM, MLM and EMMA) located 113 kb and 244 kb away from the peak position of RAS5.3.

Altogether, the combination of GWAS and BSA analyses revealed genomic regions on chromosomes 5 and 6 controlling RAS/RT ratio in pearl millet.

### Comparison of gene expression in contrasted lines

To further analyse the genes involved in rhizosheath formation, we compared gene expression in ICML-IS 11139 (low RAS/RT) and ICML-IS 11155 (high RAS/RT) roots. 

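RNA was extracted from crown root tips (2 cm apex) of plants grown for 15 days in hydroponics at 27 °C with 12 h of light. For each line 3 replicate libraries were made with a stranded mRNA kit and sequenced on an Illumina HiSeq. The Results and Methods of the paper name ICML-IS 11139 as the low RAS/RT line and ICML-IS 11155 as the high RAS/RT line, whereas the legend of Fig. 4 names ICML-IS 11084 as the second line. The sample labels number the lines 220 (low root soil aggregation) and 249 (high root soil aggregation), and the 6 libraries were assigned to the low and high RAS/RT line by these labels. The authors deposited the number of reads counted on each gene, without normalization, after a filter whose rule is not given in the sources used here; the aligner, the counting tool and the genome build are likewise not given in the sources used here. The deposited table holds 20007 genes, and the smallest sum of counts over the 6 libraries is 15. Total counts per library were 6861400, 13541642 and 14336107 in the high RAS/RT line and 16515672, 19919042 and 8087499 in the low RAS/RT line, so the deepest library held more reads than the shallowest library of each line together. The shallowest library of the high RAS/RT line had 905 genes at 0 counts and the library with 16515672 counts had 225, which limits what can be said of weakly expressed genes. The counts of replicates of one line differed by more than sampling noise in every pair, with a chi-square per degree of freedom between 34.9 and 53.6, so no library had been deposited in duplicate. The median biological coefficient of variation between replicates (the square root of edgeR's dispersion per gene) was 27.1%. From the counts, normalization factors were computed by the TMM method, and the lines were compared by edgeR's quasi-likelihood test on all 20007 genes. Values per gene are given as CPM, counts scaled to library size, after TMM normalization, and log2 fold changes as the high RAS/RT line minus the low RAS/RT line. The first principal component of log2(CPM + 1) held 51.3% of the variance and separated both lines. Positions of genes were taken from a deposited set of 35791 coding sequences of the reference annotation, each with its chromosome, start and end.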

Production and secretion of root exudates occur along the root system^37^, starting in the zone immediately behind the root tip^38^. Similarly, root hair development occurs in the root tip. Thus, as these two processes seem to be the major determinants of root-soil aggregation in pearl millet, we hypothesized that genes controlling this trait might be preferentially expressed in the root tip. Phenotyping for RAS/RT ratio was performed at 28 days after planting, when the root system of pearl millet was made of one primary root and several crown roots possessing lateral roots^39^. As crown roots make up most of the root system at this stage and to avoid noise due to sample heterogeneity (different root types), we therefore compared gene expression in the crown root tips (2 cm apex) of the two contrasted lines. RNAseq revealed 1270 genes with significant differences in gene expression between the two contrasted lines using three combined statistical tests (EdgeR, DESeq et DESeq2, *p* value < 0.05; Supporting Information Fig. 4). 

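At an adjusted p under 0.05, 1369 of the 20007 genes were called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, of which 629 were higher and 740 lower in the high RAS/RT line. An unadjusted p under 0.05 was reached by 3865 genes, the alternative that moved the number most. The 3 tests named by the paper were also run on the same table, each at an adjusted p under 0.05. EdgeR's exact test called 2226 genes and DESeq2 called 1986. DESeq, re-implemented from its published method because the package was not installed, called 1219. All 3 tests together called 1181 genes, 551 higher and 630 lower in the high RAS/RT line, and 1071 of these were also called by the quasi-likelihood test. An unadjusted p under 0.05 in all 3 tests was reached by 2574 genes, and the paper's text does not say whether its p value was adjusted. When only genes with at least 10 counts in every library were kept, the quasi-likelihood test called 619 of 14734 genes. With each library left out in turn, the number fell to between 676 and 1252 genes. It fell by more than 1.5 times without replicate 2 (676) or replicate 1 (889) of the low RAS/RT line, and without replicate 3 (851) or replicate 2 (900) of the high RAS/RT line. By the size of the log2 fold change, 4 called genes with at least 10 counts in every library and no overlap between the lines are given, without names since the sources used here do not pair their identifiers with any. Pgl_GLEAN_10003703 on chromosome 1 (246673811 to 246678094) reached 294 ± 72.6 CPM (SD, n = 3) in the high RAS/RT line and 12.0 ± 0.390 CPM (SD, n = 3) in the low RAS/RT line, a log2 fold change of 4.62 (standard error 0.24, adjusted p = 0.000155 from edgeR's quasi-likelihood test). Pgl_GLEAN_10000318 on chromosome 4 (11766232 to 11770638) had a log2 fold change of 4.42 (standard error 0.36, adjusted p = 0.000575 from the same edgeR test). Both share a 31-base word with another gene, so reads of a copy could have been counted with theirs. Lower in the high RAS/RT line were Pgl_GLEAN_10023539 on chromosome 3 (260277400 to 260279830), at 1.51 ± 0.773 against 54.2 ± 4.75 CPM (SD, n = 3 each), and Pgl_GLEAN_10004230 on chromosome 3 (297230585 to 297243184), at 2.45 ± 1.42 against 47.9 ± 2.84 CPM (SD, n = 3 each). Their log2 fold changes were -5.15 (standard error 0.36, adjusted p = 0.000467) and -4.25 (standard error 0.36, adjusted p = 0.000705), both from edgeR's quasi-likelihood test. From its 3 combined tests the paper states that its own set of genes differs between the contrasted lines, and it combines gene expression with GWAS and BSA to identify candidate genes.

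**Figure D1:**
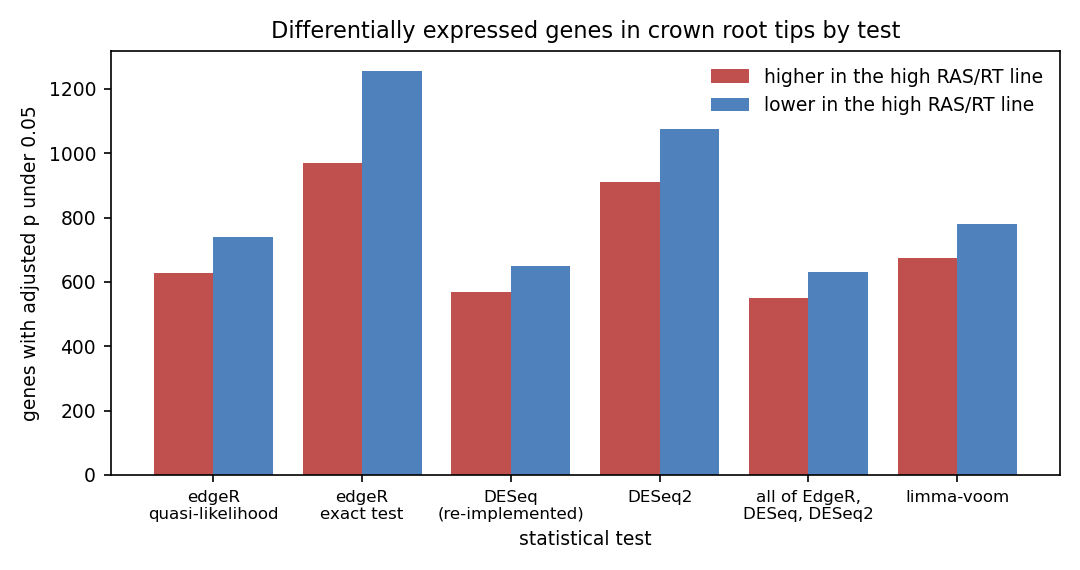
Number of genes with an adjusted p under 0.05 between the high and the low RAS/RT line, by statistical test (horizontal axis). Red bars count genes higher and blue bars genes lower in the high RAS/RT line, and in each of the 6 comparisons the blue bar is the taller one, as in the quasi-likelihood test with 629 and 740 genes.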

A gene ontology analysis on 742 genes with GO annotation out of the 1270 differentially expressed genes revealed a significant enrichment in GO terms associated with proteins involved in molecular interactions (GO:0043531, ADP binding with lowest *p* value) and enzymatic reactions (GO:0016706, oxidoreductase activity for instance; Supporting Information Table S4).

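No gene ontology annotation was used here. Families of genes were defined in its place by protein motifs in the translated coding sequences, and the called genes of each were counted among the tested genes. NB-ARC genes, whose domain binds ADP, were identified by a P-loop followed within 250 residues by a second NB-ARC motif. Of 75 tested NB-ARC genes 13 were called (17.3%), against 6.80% of the other tested genes, an odds ratio of 2.87 (Fisher's exact test, one-sided, p = 0.00161, adjusted over the 5 families p = 0.00803). Of the 13 genes 5 were higher and 8 lower in the high RAS/RT line. Fisher's exact test treats genes as independent, whereas called genes lay next to each other more often than in shuffles of the calls. The p-values of the families may therefore be too small. Among genes that share no 31-base word with another gene, 5 of 37 NB-ARC genes were called, an odds ratio of 2.74 (Fisher's exact test, one-sided, p = 0.0476), which is close to the threshold. The odds ratio moved most with DESeq re-implemented as the test, to 4.22. Requiring both motifs is strict. With the P-loop alone, a looser pattern that may take in other genes, 42 of 199 tested genes were called. Their odds ratio was 3.73 (Fisher's exact test, one-sided, p = 4.2e-11). With the second motif and a shortened P-loop it was 23 of 138, an odds ratio of 2.75. Genes with the motif of 2-oxoglutarate oxygenases, enzymes of the oxidoreductase term that the paper gives as an example, were called in 24 of 272 cases (odds ratio 1.32, Fisher's exact test, one-sided, p = 0.121). Class III peroxidase genes were called in 13 of 123 cases (odds ratio 1.61, Fisher's exact test, one-sided, p = 0.0779). For cytochrome P450 genes the count was 15 of 166 (odds ratio 1.36, Fisher's exact test, one-sided, p = 0.165). Protein kinases, a large family, were called in 57 of 735 cases (odds ratio 1.15, Fisher's exact test, one-sided, p = 0.177). After adjustment over the 5 families none of these 4 was past the threshold (each adjusted p = 0.177). Cytochrome P450 passed it in 5 alternatives, most clearly without replicate 1 of the high RAS/RT line (19 genes called, odds ratio 2.42, Fisher's exact test, one-sided, adjusted p = 0.00433), and NB-ARC did not pass it in 3, among them without replicate 2 of the low RAS/RT line (7 genes called, odds ratio 2.96, Fisher's exact test, one-sided, adjusted p = 0.0664). No family changed in one direction as a set: adjusted p-values of camera, with a preset correlation between genes of the limma package, were 0.938 or higher, and those of fry were 0.667 or higher.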

**Figure 4:**
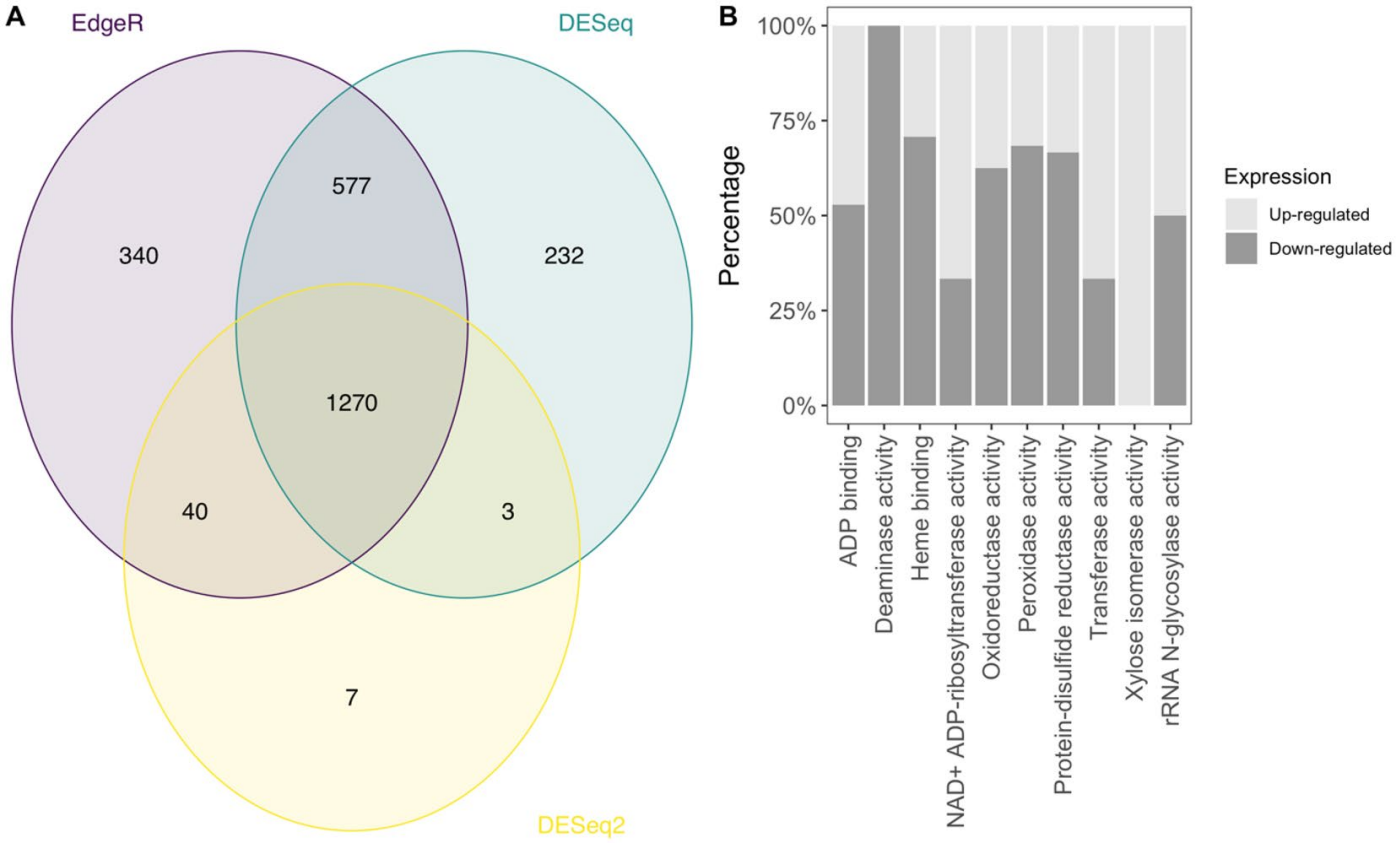
Comparison of gene expression in crown root tips between ICML-IS 11139 and ICML-IS 11084. (**A**) Venn diagram representing the number of genes that are significantly differentially expressed according to three different statistical tests (EdgeR, DESeq and DESeq2; *p* value < 0.05) and the overlaps. (**B**) Main GO terms overrepresented in the DEG.

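Of the genes called by EdgeR's exact test, DESeq re-implemented or DESeq2 at an adjusted p under 0.05, 721 were called by EdgeR and DESeq2 but not by DESeq, and 19 by EdgeR and DESeq but not by DESeq2. No gene (0) was called by DESeq and DESeq2 without EdgeR. Genes called by a single test numbered 305 for EdgeR, 19 for DESeq and 84 for DESeq2. In counts simulated from the same means and library sizes, with 200 of 20007 genes changed 4-fold, EdgeR's exact test recovered 92% of the changed genes with 61 false calls. DESeq2 recovered the same share with 60 false calls. DESeq re-implemented recovered 79% with 17 false calls, and the quasi-likelihood test 88.5% with 20 false calls. The changed genes were drawn from those with a mean of at least 20 counts, so recovery of weakly expressed genes was not measured. Fewer genes were changed than the 1369 called in the data, so the share of false calls may differ there.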

We combined GWAS, BSA and gene expression analyses to identify candidate genes for RAS aggregation. We first focused our search for candidate genes in the QTL regions identified by GWAS that were coincident with regions of significance defined through BSA on chromosomes 5 and 6 (GWAS QTLs 5.1, 5.3, 5.5, 5.6 and 6.3). 

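The 1 Mbp windows centred on the most significant SNPs of GWAS QTLs 5.1, 5.3, 5.5, 5.6 and 6.3 together held 212 annotated genes, of which 152 were in the count table and 11 were called between the lines, 2 of them higher and 9 lower in the high RAS/RT line. This share is close to that of all tested genes, of which 1369 of 20007 were called, 629 higher and 740 lower. The counts alone therefore do not set the windows apart from the genome. In the window of QTL 5.1 (chromosome 5, 2782686 to 3782686), 3 of 12 tested genes were called. The window of QTL 5.3 (chromosome 5, 99843900 to 100843900) held 3 called genes among 23 tested. The windows of QTLs 5.5 and 5.6 (chromosome 5, 155638800 to 156638800 and 155996700 to 156996700) overlap, and held 3 of 64 and 4 of 67 tested genes called. In the window of QTL 6.3 (chromosome 6, 227116229 to 228116229), 1 of 32 tested genes was called. The called genes named next were chosen after their values were seen. Pgl_GLEAN_10037804 (chromosome 5, 156620521 to 156621147), in both the QTL 5.5 and QTL 5.6 windows, had 2 counts over the 3 libraries of the high RAS/RT line and 251 over those of the low RAS/RT line. Scaled to library size, its count in the low RAS/RT line was 97.9 times that in the high RAS/RT line (95% exact interval 26.8 to 813, counting error only), and it shares a 31-base word with another gene. Pgl_GLEAN_10037805 (chromosome 5, 156675991 to 156677043), in the QTL 5.6 window, had 5 and 276 counts, a ratio of 43.1 (95% exact interval 18.2 to 134, counting error only). With windows reaching 50 kb to each side of the SNPs edgeR's quasi-likelihood test called 0 of 26 tested genes, 7 of which had an unadjusted p under 0.05. In 10 of 20 alternatives 1 gene was called there, among them EdgeR's exact test, DESeq2, DESeq re-implemented, limma-voom, and the quasi-likelihood test without replicate 1 of the high RAS/RT line.

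**Figure D2:**
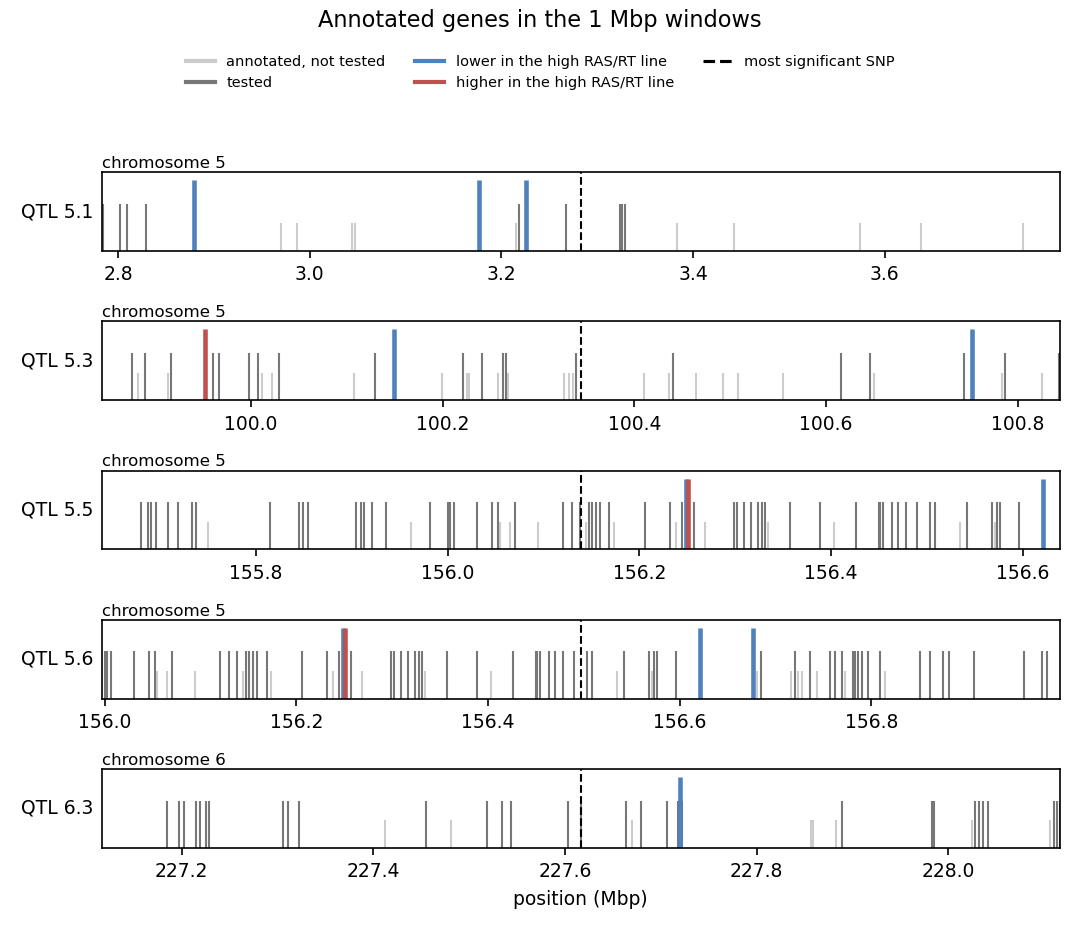
Positions (Mbp) of annotated genes in the 1 Mbp windows of the 5 GWAS QTLs, one panel per window. Short light bars are annotated genes that were not tested, grey bars are tested genes, and tall blue and red bars are genes lower and higher in the high RAS/RT line at an adjusted p under 0.05; the dashed line is the most significant SNP. Blue bars outnumber red bars, with 9 and 2 genes over all windows.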

We assessed the annotated genes from the reference genome^3^ included in a 1 Mbp region centred around the most significant SNP position together with their expression data from the RNAseq experiment.

The most significant SNP marker in GWAS QTL 5.1 maps in chromosome 5 position 3,282,686 bp in an intergenic region between a cluster of four genes coding for glyoxylate reductase (*Pgl_GLEAN_10016760*, *Pgl_GLEAN_10016761*, *Pgl_GLEAN_10016762* and *Pgl_GLEAN_10016764*). 

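In the deposited coding sequences, Pgl_GLEAN_10016764 lies on the plus strand of chromosome 5 from 3225193 to 3226549, 56.1 kb from the SNP at 3282686. On its other side lie Pgl_GLEAN_10016762 (minus strand, 3323383 to 3324075), Pgl_GLEAN_10016761 (plus strand, 3325067 to 3326716) and Pgl_GLEAN_10016760 (plus strand, 3328938 to 3330046), at 40.7 kb, 42.4 kb and 46.3 kb from the SNP. Pgl_GLEAN_10016763 (3267062 to 3268248), which the paper does not name, lies between Pgl_GLEAN_10016764 and the SNP. It is closer to the SNP than the glyoxylate reductase genes, and it was tested and not called. No annotated coding sequence covers the SNP. The annotation used here gives coding sequence only, so exons, introns and untranslated regions around the SNP were not analysed here.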

Out of the four genes, one was differentially expressed in the contrasted lines for RAS/RT, the others showed a weak and variable expression level within the same genotype. 

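Pgl_GLEAN_10016764 reached 2.48 ± 0.774 CPM (SD, n = 3) in the high RAS/RT line and 9.87 ± 1.10 CPM (SD, n = 3) in the low RAS/RT line, a log2 fold change of -1.99 (standard error 0.32, adjusted p = 0.00767 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every library of the low RAS/RT line lay above every library of the high RAS/RT line (exact permutation test, two-sided, p = 0.1, the smallest possible here). With each library left out in turn its log2 fold change stayed between -2.22 and -1.70 and its highest adjusted p in edgeR's quasi-likelihood test was 0.0276. It shares a 31-base word with another gene, so reads could have been split between copies. Pgl_GLEAN_10016760 had 2.95 ± 1.51 against 3.33 ± 2.02 CPM (SD, n = 3 each), a log2 fold change of -0.15 (adjusted p = 0.928, edgeR) whose sign changed in 6 of 20 alternatives. Pgl_GLEAN_10016761 was read at 0.483 ± 0.166 against 0.686 ± 0.780 CPM (SD, n = 3 each), and the 32 counts of low RAS/RT line replicate 2 decide its sign: without this library the log2 fold change was 0.82 instead of -0.64 (adjusted p = 0.778 and 0.759, edgeR). For Pgl_GLEAN_10016762 the values were 0.695 ± 0.241 against 0.637 ± 0.350 CPM (SD, n = 3 each), a log2 fold change of 0.18 (adjusted p = 0.924, edgeR). In these 3 genes the difference between the lines was smaller than the spread between replicates. The 14 genes the paper names in its search for candidates include 13 that were tested, of which 2 were called over all tested genes and also 2 when adjusted over the list alone; since the paper chose the list partly on these libraries, the latter is not independent evidence.

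**Figure D3:**
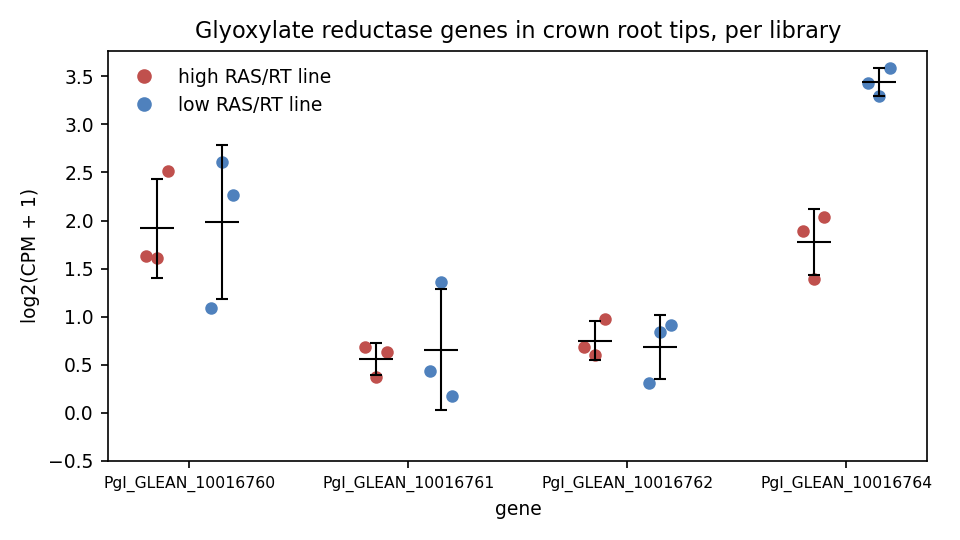
Expression of the glyoxylate reductase genes in log2(CPM + 1), with red points for the 3 libraries of the high RAS/RT line, blue points for the 3 libraries of the low RAS/RT line, and a black line with error bars for the mean and SD of each line. Only for Pgl_GLEAN_10016764 do the points of both lines separate; for the other genes they overlap.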

Glyoxylate reductases are recycling enzymes that reduce glyoxylate to glycolate^40^. Interestingly, the glyoxylate cycle plays an important role in the synthesis of malate, which is a major metabolite excreted in root exudates^41^. This region also contains *Pgl_GLEAN_10016765*, a gene coding for an arginase with significantly higher expression in ICML-IS 11139 (low RAS/RT). 

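Pgl_GLEAN_10016765 lies on the plus strand of chromosome 5 from 3216478 to 3220164, 62.5 kb from the most significant SNP of GWAS QTL 5.1. It reached 16.9 ± 4.44 CPM (SD, n = 3) in the high RAS/RT line and 24.6 ± 4.05 CPM (SD, n = 3) in the low RAS/RT line, a log2 fold change of -0.54 (standard error 0.25). The adjusted p was 0.282 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (unadjusted p = 0.0582), so the gene was not past the threshold of 0.05. All 3 libraries of the low RAS/RT line lay above all 3 of the high RAS/RT line (exact permutation test, two-sided, p = 0.1, the smallest possible here). Adjusted p-values of the other tests were 0.320 for EdgeR's exact test, 0.317 for DESeq2 and 0.688 for DESeq re-implemented. Over the genes named by the paper alone, the adjusted p from edgeR's quasi-likelihood test was 0.113.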

Arginases metabolise arginine and provide nitrogen for the synthesis of other essential amino acids during plant development and stress response mechanisms^42^. Large variations in arginine concentrations have been associated with changes in root exudate composition in plants exposed to drought^43^.

The GWAS QTLs 5.5 and 5.6 are coincident with the same region of significance defined in BSA, RAS5.3. This 10.56 Mbp region contains 105 annotated genes in the reference genome. 

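In the deposited coding sequences, the BSA region RAS5.3 on chromosome 5, from 148.12 to 158.68 Mbp, held 672 annotated genes. Of these 508 were in the count table and 31 were called between the lines by edgeR's quasi-likelihood test.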

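Pgl_GLEAN_10037821 lies on the minus strand of chromosome 5 from 156789707 to 156791169 in the deposited coding sequences, 650.9 kb from the most significant SNP of GWAS QTL 5.5. The gene was strongly and similarly expressed in both lines, at 581 ± 128 CPM (SD, n = 3) in the high RAS/RT line and 487 ± 137 CPM (SD, n = 3) in the low RAS/RT line. Its log2 fold change was 0.26 (standard error 0.26, adjusted p = 0.685 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the ranges of both lines overlapped (exact permutation test, two-sided, p = 0.5). The coding sequence at the SNP is Pgl_GLEAN_10037760 (plus strand, 156136362 to 156138947), a gene chosen after its position was seen. It was read at 21.3 ± 2.26 against 20.4 ± 0.145 CPM (SD, n = 3 each), with a log2 fold change of 0.06 (standard error 0.18, adjusted p = 0.898 from the same edgeR test).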

Interestingly, the most significant marker trait association for GWAS QTL 5.5 falls into a gene showing some homology to remorins (*Pgl_GLEAN_10037821*). Remorins are membrane proteins playing an important role in plant biotic interactions^44^.

The most significant SNP in GWAS QTL 6.3 maps in chromosome 6 position 227,616,229 bp in a gene coding for a galactinol-sucrose galactosyltransferase that is more expressed in the low RAS/RT ratio line (*Pgl_GLEAN_10028942*). These are enzymes involved in the synthesis of raffinose^45^, an oligosaccharide stored principally in seeds, roots and tubers. 

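Pgl_GLEAN_10028942 lies on the minus strand of chromosome 6 from 227615053 to 227618606 in the deposited coding sequences, and the SNP is inside this interval; whether it is in an exon was not analysed here. The gene was read at 2.45 ± 1.81 CPM (SD, n = 3) in the high RAS/RT line and 6.64 ± 2.37 CPM (SD, n = 3) in the low RAS/RT line, a log2 fold change of -1.43 (standard error 0.59). This difference did not pass the threshold (adjusted p = 0.227 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, unadjusted p = 0.0404), and the libraries of both lines overlapped, with 62 counts in high RAS/RT line replicate 3 and 67 counts in low RAS/RT line replicate 1 (exact permutation test, two-sided, p = 0.2). The sign stayed negative with each library left out in turn, between -2.21 and -0.90. It shares a 31-base word with another gene, so its counts are uncertain to that extent.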

Accumulation of raffinose in wheat and tomato roots occurs in response to low P conditions^46,47^. Raffinose also accumulates in roots of pea seedlings exposed to water stress^48^. In addition, the secretion of this oligosaccharide in root exudates is linked to the complex biotic interactions in the rhizosphere^49,50^.

We also looked for candidate genes associated with the most significant SNPs consistently identified by GWAS that do not coincide with regions of significance defined through BSA. We focused on GWAS QTLs accounting for large proportion of the phenotypic variance explained. The GWAS QTL 2.3 (PVE 12.4%) contains a cluster of five significant SNPs mapping in the same gene, *Pgl_GLEAN_10019483*, encoding an LRR receptor-like serine/threonine-protein kinase. This gene is strongly expressed in the root tip of both pearl millet lines. 

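Pgl_GLEAN_10019483 lies on the plus strand of chromosome 2 from 19186427 to 19199461 in the deposited coding sequences, and 5 SNPs of GWAS QTL 2.3 fall between its start and end, within 2.3 kb of each other. Table S2 lists 1 further SNP under this QTL, which lies 38.3 kb beyond the end of the gene. Whether the 5 SNPs fall in exons or introns was not analysed here.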

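Pgl_GLEAN_10019483 reached 135 ± 20.2 CPM (SD, n = 3) in the high RAS/RT line and 96.0 ± 26.5 CPM (SD, n = 3) in the low RAS/RT line, where the medians of all tested genes were 11.4 and 11.9 CPM. This placed it above 91.8% of the tested genes in the high RAS/RT line and above 88.2% in the low RAS/RT line, and above at least 84.0% in each of the 6 libraries. Divided by coding length, which lowers the rank of long genes, its level was above 71.6% and 63.5% of the genes. The lines did not differ past the threshold, with a log2 fold change of 0.49 (standard error 0.23, adjusted p = 0.289 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).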

LRR receptor kinases are involved in the perception of signalling molecules^51^.

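The acidic endochitinase genes near GWAS QTL 6.2 lie on chromosome 6 at 29.4 kb (Pgl_GLEAN_10020193), 24.7 kb (Pgl_GLEAN_10020194), 14.2 kb (Pgl_GLEAN_10020195) and 24.2 kb (Pgl_GLEAN_10020196) from its 2 SNPs. Pgl_GLEAN_10020195 (29482874 to 29483851) was read at 2.72 ± 0.842 CPM (SD, n = 3) in the high RAS/RT line and 10.6 ± 2.28 CPM (SD, n = 3) in the low RAS/RT line. Its log2 fold change was -1.96 (standard error 0.32, adjusted p = 0.00870 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with every library of the low RAS/RT line above those of the high RAS/RT line (exact permutation test, two-sided, p = 0.1, the smallest possible here). With each library left out in turn, its highest adjusted p in edgeR's quasi-likelihood test was 0.0409. Pgl_GLEAN_10020196 reached 14.4 ± 7.25 against 9.60 ± 1.64 CPM (SD, n = 3 each), a log2 fold change of 0.59 (adjusted p = 0.420, edgeR). Pgl_GLEAN_10020193 had only 2 counts over the 3 libraries of the high RAS/RT line and 34 over those of the low RAS/RT line, 22 of them in replicate 3. The ratio scaled to library size was 13.3 (95% exact interval 3.40 to 114, counting error only), and the adjusted p was 0.187 from edgeR's quasi-likelihood test. Pgl_GLEAN_10020194 was not analysed here. All 4 genes share a 31-base word with another gene, so reads could have been split between these copies.

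**Figure D4:**
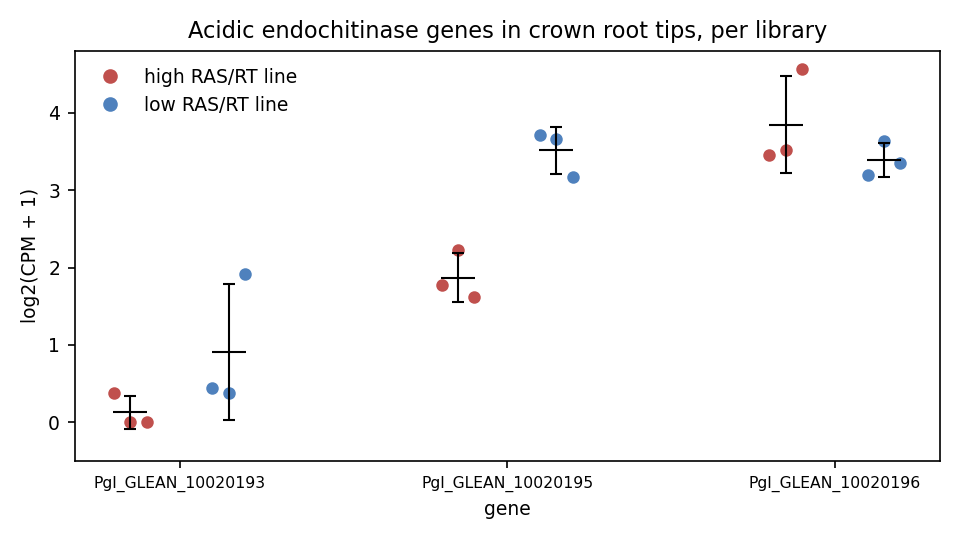
Expression of 3 acidic endochitinase genes in log2(CPM + 1), with red points for the libraries of the high RAS/RT line, blue points for those of the low RAS/RT line, and a black line with error bars for the mean and SD of each line (n = 3). The lines separate for Pgl_GLEAN_10020195, overlap for Pgl_GLEAN_10020196, and lie near 0 in most libraries for Pgl_GLEAN_10020193.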

The GWAS QTL 6.2 (PVE 15.1%) consists of two SNPs markers on chromosome 6 mapping in an intergenic region between a cluster of four genes coding for acidic endochitinase (*Pgl_GLEAN_10020193*, *Pgl_GLEAN_10020194*, *Pgl_GLEAN_10020195* and *Pgl_GLEAN_10020196*), one of them with higher expression in the low aggregation line, the others with similar or weak expression in both lines. Endochitinase and chitinase-like proteins are defence related proteins with anti-fungal activity that are found in root exudates of different plant species^52–54^.

In chromosome 7, we found a group of five significant SNP markers within a 74 kb range defining the GWAS QTL 7.5 (PVE 14.4%). These SNPs were close to a gene encoding a putative chloroplastic dicarboxylate transporter that exchanges malate for succinate, fumarate and 2-oxoglutarate (*Pgl_GLEAN_10006630*). 

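Pgl_GLEAN_10006630 lies on the plus strand of chromosome 7 from 148569441 to 148573483 in the deposited coding sequences, between 3.82 and 78.1 kb from the 5 SNPs of GWAS QTL 7.5, which span 74.3 kb. It was weakly expressed, at 1.69 ± 0.543 CPM (SD, n = 3) in the high RAS/RT line and 2.08 ± 0.383 CPM (SD, n = 3) in the low RAS/RT line. The difference, a log2 fold change of -0.26 (standard error 0.41, adjusted p = 0.799 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), was within the spread between replicates. The gene shares a 31-base word with another gene.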

All these are important components of root exudates. The region also contains a gene coding for an ABC transporter G family member (*Pgl_GLEAN_10006636*). 

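Pgl_GLEAN_10006636 lies on the plus strand of chromosome 7 from 148829054 to 148833725, between 177.5 and 251.8 kb from the SNPs of GWAS QTL 7.5. It reached 19.1 ± 4.71 CPM (SD, n = 3) in the high RAS/RT line and 33.3 ± 10.7 CPM (SD, n = 3) in the low RAS/RT line. All libraries of the low RAS/RT line lay above those of the high RAS/RT line (exact permutation test, two-sided, p = 0.1, the smallest possible here), but the log2 fold change of -0.80 (standard error 0.27) had an adjusted p of 0.135 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The gene shares a 31-base word with another gene.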

ABC transporters are involved in the transport of root exudates^55,56^.

## Discussion

Here, we investigated root system architectural traits with potential impact on rhizosheath formation in pearl millet. The presence of root hairs is essential for rhizosheath formation but the impact of root hair length and density on rhizosheath size varies considerably between plant species^15^. Studies in wheat and maize showed that root hair length is strongly correlated with rhizosheath weight^22,57^. Similarly, in foxtail millet, increased rhizosheath formation was found related with the plastic response in root hair formation (increases in root hair elongation and density) in dry soils^17^. This relationship was not as clear in crops such as barley^18^. However, a recent study shows an increased rhizosheath formation in barley grown in drying soil associated with auxin-promoted growth of root and root hairs as a consequence of ABA accumulation^58^. In our study on pearl millet, we have identified a weak but significant correlation between rhizosheath formation, which is synonymous with root-adhering soil formation in this work, and root hair length (*p* = 0.005, *r*^2^ = 0.077). This suggests that root hairs are involved in rhizosheath formation in pearl millet but that they play a limited role in our experimental conditions.

Root association with arbuscular mycorrhizal fungi (AMF) has been proposed to contribute to rhizosheath formation^20^. In our study, we did not find any correlation between rhizosheath formation and AMF colonization rate in pearl millet suggesting that AMF colonization level is not an important driver in rhizosphere aggregation in this species.

Altogether, we hypothesise that rhizosheath formation or the aggregation of soil particles to the root in pearl millet is mainly driven by other traits. Root exudates and mucilaginous polymers released by root-associated microorganisms as well as the enzymatic activities linked to the crosstalk interactions occurring in the rhizosphere are prime candidates. Accordingly, the different orders of bacteria predominantly found in the rhizosphere of pearl millet lines with contrasted root soil aggregation suggests that the differences in rhizosheath formation could be linked to crosstalks between the plant and microbial community^33,34^. Further work will be needed to test this hypothesis.

In the current study, the large variation in rhizosheath size in a genetically diverse group of inbred lines revealed a high heritability value for the trait (H^2^ = 0.72). Although rhizosheath formation relies on a range of traits mainly related with root morphology and exudates, it has been found under genetic control in other cereal crops such as wheat^28,31^ and barley^18,59^, becoming a potentially interesting target trait for breeding^13^. Chromosome regions associated with rhizosheath size were identified in both crops, however few candidate genes underlying the QTL regions have been proposed. Interestingly, comparative evaluation of the multiple loci identified in these studies shows a lack of QTLs identified across diverse growing conditions suggesting, to some extent, a large QTL by environment interaction likely linked to the plasticity of rhizosheath formation.

Here, the combination of GWAS and BSA allowed the identification of five chromosome regions controlling rhizosheath size in pearl millet and ultimately some putative candidate genes based on gene annotations in the reference genome^3^. GWAS allowed the identification of 34 significant QTLs using the latent factor mixed model or LFMM^36^ method. Many of these associations were confirmed using two other models for GWAS analysis (EMMA and MLM). The phenotypic variance explained (PVE) by these loci ranged from 11.2% to 14.7% suggesting that rhizosheath size as a complex trait determined by many QTLs of moderated effect in pearl millet. Consistently, studies in biparental and multiparental populations of wheat revealed several QTLs linked to rhizosheath formation with proportions of variation explained by QTLs around 5–10%^28,31^. Nonetheless, one major QTL for the trait was also identified in wheat^31^.

Few genetic studies have identified genes potentially involved in rhizosheath formation and their predicted functions were mainly linked to root system morphogenesis and growth. For example, root hair length is a major driver determining rhizosheath size in wheat and, accordingly, genes coding for basic helix-loop-helix family of transcription factors that are known to control root hair development were identified as potential candidates underlying a rhizosheath QTL in that species^28^. In barley, genes controlling cell division in root apical meristem at seedling stage and genes linked to tolerance to drought and cold were also identified as putative candidates underlying some genomic regions associated with rhizosheath size^18^.

In contrast, in our study, candidate genes were mostly related to plant metabolism and transport. Combining BSA and GWAS analyses revealed five co-localizing QTL regions. Candidate genes in these QTLs regions were mostly linked with root metabolic activities such as the synthesis of compounds commonly found in root exudates. For instance, the glyoxylate reductase and the arginase identified as putative candidates for QTL 5.1 are involved in the reduction and storage of essential compounds (i.e., glyoxylate and nitrogen) required for metabolic processes that mediate the synthesis of organic acids like malate and the synthesis of amino acids, respectively^42,60^. These are major primary metabolites of root exudates which variations in concentration can trigger plant adjustments to enhance root access and mobilisation of soil phosphate and nitrogen when these nutrients are limited^61–63^. Further, these compounds have been found to promote chemotaxis of beneficial bacteria into the rhizosphere^64^. In fact, a recent study showed how differences in malate concentration in root exudates impacted the composition of microbial communities associated with wheat and rice root systems^65^. Another potential candidate gene identified for QTL 6.3, a galactinol-sucrose galactosyltransferase, is involved in the synthesis of raffinose, an oligosaccharide which variations in concentration in root exudates has been found to favour root colonisation by rhizosphere microbes^50^.

Our genetic analysis is therefore fully consistent with our analysis showing that root architectural, root hair and AM symbiosis traits are not or poorly correlated with rhizosheath formation in pearl millet, and with our expression study that shows that genes involved in plant metabolism are differentially regulated between lines with contrasted rhizosheath size. It is also consistent with previous research showing differences in the rhizosphere metabolic activity of pearl millet lines with contrasted rhizosheath size^33^. In this study, increased activity of enzymes such as chitinase and phosphomonoesterase was observed in the rhizosphere of pearl millet lines with larger rhizosheath (same contrasted RAS/RT lines used in the present work). We hypothesised that increased exudation in lines with larger rhizosheath size lead not only to an enhanced stability of root-adhering soil aggregates but also to a decrease of pH that could have stimulated these enzyme activities^33^. Moreover, the amount of root exudate and the function of these enzymes could also impact the rhizosphere microbial communities promoting rhizosheath formation and explain the difference found in microbiota diversity in contrasted pearl millet lines^33^. In conclusion, our physiological and genetic analysis suggest a central role for root exudation (quantitatively or qualitatively) in the regulation of rhizosheath formation in pearl millet. Rhizosheath formation seems to be controlled by many QTLs with small effects. We identified several candidate genes controlling this trait and future work will focus on the validation and characterization of the molecular mechanisms regulating rhizosheath formation in pearl millet. The rhizosheath has been proposed as a potential new target for breeding crops that are more tolerant to abiotic stresses^13^. Indeed, increased rhizosheath formation has been positively correlated with improved tolerance in drought stress in various cereals (wheat, barley, oat and foxtail millet)^16–19^ and in chickpea^27^. Future work will also need to address the impact of rhizosheath formation in agronomical performances in pearl millet to better evaluate its potential for breeding.

## Materials and methods

### Plant materials

A panel of 181 pearl millet inbred lines developed at the International Crops Research Institute for the Semi-Arid Tropics (ICRISAT, Niger) from landraces and improved open-pollinated cultivars representing the genetic diversity of the crop in West and Central Africa was used in this study^35^.

Two inbred lines from this panel with contrasted rhizosheath size measured by the ratio between the mass of root-adhering soil (RAS) and root biomass (RT; RAS/RT ratio)^33^: ICML-IS 11139 (small rhizosheath size parent) and ICML-IS 11084 (large rhizosheath size parent) were selected for a bi-parental cross. The obtained F2 offspring was then used in a bulk segregant analysis (BSA).

Seeds were produced by ICRISAT at its Sadoré station (Niger) in compliance with relevant institutional, national, and international guidelines and legislation.

### Plant growth and measurement of soil aggregation

Plants were grown for 28 days in “WM” shaped pots (WM 20-8-5, Thermoflan, Molières-Cavaillac) containing 1.5 kg of soil under natural light in a greenhouse in the ISRA/IRD Bel Air Campus in Dakar (Lat. 14.701778, Long. − 17.426229, altitude 9 m) as previously described^33^.

For the GWAS analysis, pearl millet lines were sown according to a complete random block design with seven repetitions. Thinning was performed to have one plant per pot. Soil moisture was adjusted daily at water-holding capacity. Plant watering was stopped 24 h before harvesting to facilitate the separation of root-adhering soil (RAS) from bulk soil. Plants were harvested 28 days after planting by opening the pots gently and shaking the plant and its adhered soil at a constant speed (1100 rpm) for 1 min with a CAT S50 electric shaker (Cat Ingenieurbuero™) to separate the bulk soil from the RAS uniformly. Roots were then rinsed in a cup with demineralized water to collect RAS. The RAS was dried at 105 °C for three days and weighted. Roots and shoots were separated and dried at 65 °C for three days. The ratio between mass of RAS and mass of root tissue (RT; RAS/RT) was used to estimate the rhizosphere aggregation intensity (rhizosheath size) as previously described^34^.

For BSA analysis, RAS/RT ratio was measured on 553 F2 individuals grown in five successive blocks of 119, 112, 131, 130 and 61 F2 plants. Each of these blocks included six replicates randomly distributed for each parental line. At the end of the experiment, leaf disk samples of 1.5 mm diameter were sampled for each individual plant and stored at − 80 °C for genotyping.

For correlation analyses between RAS/RT ratio and related root traits (root architecture, root hair length and density and interactions with AMF), 8 contrasting genotypes for rhizosheath size were analysed in 2018 and 2020 (n = 10 plants/genotype in 2018 and n = 6 plants/genotype in 2020).

### Root architecture

Root architecture traits (length, average diameter, total root area) were measured using the WinRHIZO software (version 2012b) after scanning the roots using an Epson Perfection V700 scanner. Roots were separated in two groups based on their diameter according to Passot et al*.*^39^: primary and crown roots (0.25 mm < diameters) and lateral roots (diameters < 0.25 mm).

Root hair length and density were measured on four plants per genotype using images of the root hair zone of three lateral roots per plant. Images were taken using an optical microscope (BX50F, Olympus) equipped with a digital camera (Micro Publisher 3.3 RTV). For each lateral root, the total number of root hairs was recorded over a distance of 0.5 mm using the Mesurim free software (http://acces.ens-lyon.fr/acces/logiciels/applications/mesurim/mesurim) and the length of 10 randomly selected root hairs was measured using the ImageJ software.

### Root colonization by arbuscular mycorrhizal fungi

Intensity and frequency of root colonization by AMF were measured according to^66^ after roots staining with Trypan blue following the method described by Phillips & Hayman^67^. Stained root fragments were observed with a Nikon Labophot trinocular microscope. For each fragment, a score between zero and five was assigned according to the estimated proportion of root cortex colonized by AMF^66^.

Frequency and intensity of root colonization were then computed using the following formulas:

$${\text{Frequency }}\left( {{\text{expressed in }}\% } \right){:}\;{\text{F}} = {\text{n}}/{\text{N}} \times {1}00$$

where n is the number of fragments showing mycorrhizae and N, the number of observed fragments

$${\text{Intensity }}\left( {{\text{expressed in }}\% } \right){:}\;{\text{I}} = \left( {{\text{95n5}} + {7}0{\text{n4}} + {3}0{\text{n3}} + {\text{5n2}} + {\text{n1}}} \right)/{\text{N}}$$

where n1, n2, n3, n4, n5 are the number of fragments scored respectively from 1 to 5 and N, the number of fragments observed.

### Heritability

Broad sense heritability was computed using the following formula:

$$H^{2} = \frac{{\text{Var}}({\text{line}})}{{\text{Var}}({\text{line}}) + \frac{{\text{Var}}({\text{res}})}{n_{{\text{plant/line}}}}},$$

where *n*_plant/line_ is the average number of plants measured per line, Var(line) is the variance associated with lines and Var(res) is the residual variance.

Both variances are parameters of the following linear mixed model:

$${\text{RSA}} = \mu + \alpha_{{{\text{line}}}} + \varepsilon_{{{\text{res}}}} ,$$

where *μ* is the overall mean soil aggregation, *α*_line_ is the random effect attached to the lines with *α*_line_ ~ N(0, Var(line))and *ε*_res_ is the error term with *ε*_res_ ~ N(0, Var(res)).

### Genome wide association mapping and statistical analysis

Genotyping by sequencing of this panel of inbred lines was previously reported^35^. As a preliminary step, we used the genotypic matrix to estimate the population structure. Individual ancestry coefficients were estimated using the R package LEA v2.0^68^. We used a latent factor mixed model (LFMM) that considers ridge estimates and corrects for unobserved population cofounders, *i.e.* latent factors, to perform the GWAS^36^. In addition, we ran the efficient mixed-model association (EMMA)^69^ and mixed linear model (MLM) implemented in the R package GAPIT^70^ to contrast the results. The proportion of the phenotypic variance explained by a QTL was determined by estimating the R^2^ corrected for population structure of a linear model defined for the most significant SNPs.

### Bulk segregant analysis

NGS-based BSA studies require establishing contrasted groups or bulks of lines to assess the differences in segregation of alleles using high-throughput sequencing^71^. The 10% extreme lines in the tails of the phenotype distribution for the RAS/RT ratio were selected and the corresponding leaf discs were pooled to form bulks of contrasted lines. Genomic DNA was isolated for each bulk using a MATAB (Mixed Alkyl Trimethyl Amonium Bromide) based method^72^ and enriched DNA libraries were constructed for which 32,860 predicted genes from the pearl millet reference genome^3^ were targeted using gene capture probes (myBaits®). High-throughput sequencing of the enriched DNA library was performed on an Illumina HiSeq platform by Novogene Company Limited (HK). Initial sequencing quality checks using FastQC version 0.11.5^73^ were followed by trimming and quality filter steps on which adaptors, barcode sequences and low-quality reads (< 35 bp) were removed. Paired sequences were then retained and aligned to the pearl millet reference genome using the BWA MEM algorithm (BWA version 0.7.17—r1188)^74^. Reads mapping at the target-enriched regions were used for SNP calling using the UnifiedGenotyper algorithm from GATK 3.7^75^. Down-sampling limit (dcov) was increased from the default value of 250 to 9000 to ensure accounting for the maximum coverage reached at each position. Multi-allelic sites and those which exhibited a total allele frequency less than 0.25 were removed. In addition, sites with either low or high total sequencing depth (below the 25th and above the 95th percentiles respectively) were removed. SNPs with more than 50% missing data and minor allele frequency (MAF) under 5% were also excluded. Finally, the parental line ICML-IS 11139 (low RAS/RT ratio) was used as the reference genome for the cross to designate the alternate and reference SNP variants in the bulks.

Euclidean distance-based statistics^76^ was used to measure the difference in allele frequency between the bulks. The Euclidean distance between allele frequencies of the bulks at each marker position (*EDm*) was calculated as follows:

$${ED}_{m}=\sqrt{{\left({f}_{aL}-{f}_{AL}\right)}^{2}+{({f}_{aH}-{f}_{AH})}^{2}}$$

where *f*_*a*_ and *f*_*A*_ correspond to the allele frequency of the alternate and reference allele in the low bulk (L) and the high bulk (H) respectively.

In order to reduce the effect of sequencing noise and increase the signal of the differences in allele frequency, we then calculated the fourth power of the cumulative *EDm* value in windows of 100 consecutive markers^77,78^.

### Gene expression analyses

Seeds from lines ICML-IS 11139 (low RAS/RT ratio) and ICML-IS 11155 (high RAS/RT ratio) were surface-sterilized and germinated in Petri dishes containing wet filter paper for 24 h in the dark at 27 °C. After two days, plants were transferred to hydroponic tanks containing liquid half Hoagland solution and grown for 15 days at 27 °C (12 h light/12 h dark). RNA was extracted from crown root tips (two cm apex) using the RNeasy Plant Mini Kit (QIAGEN). RNA-seq was performed by the MGX- Montpellier GenomiX Platform. Sequencing was performed on an Illumina HiSeq 2500. Three different statistical tests were used to identify differentially expressed genes: EdgeR^79^, DESeq^80^ and DESeq2^81^. GO terms enrichment was performed in the 1270 genes that were significantly differentially expressed between the two lines for all three statistical tests using the TopGO package in R.

### Statistical methods

All statistical analyses were performed with R version 3.6.3^82^.

## Supplementary Information

Supplementary Information.

## Data Availability

The data that support the findings of this study are openly available at the National Center for Biotechnology Information (NCBI). Genotyping (GBS) data are available in genbank under reference number PRJNA492967 (GWAS) and PRJNA769524 (BSA). RNAseq dara are available in the Gene Expression Omnibus (GEO) under reference GSE185425.

## Abbreviation

RAS: Root-adhering soil

# Supplementary material for: Genetic control of rhizosheath formation in pearl millet
**Source:** Sci Rep. 2022 Jun 2;12:9205. doi: 10.1038/s41598-022-13234-w
**Supplement:** Supplementary file 1 — Supplementary Information.

**Figure S1.** Association between cross-entropy (y axis) and number of ancestral populations,  $K$  (x axis). Each dot represents the smallest cross-entropy reached in ten runs using the sNMF algorithm (Frichot et al., 2014) from  $K=1$  to  $K=10$ .

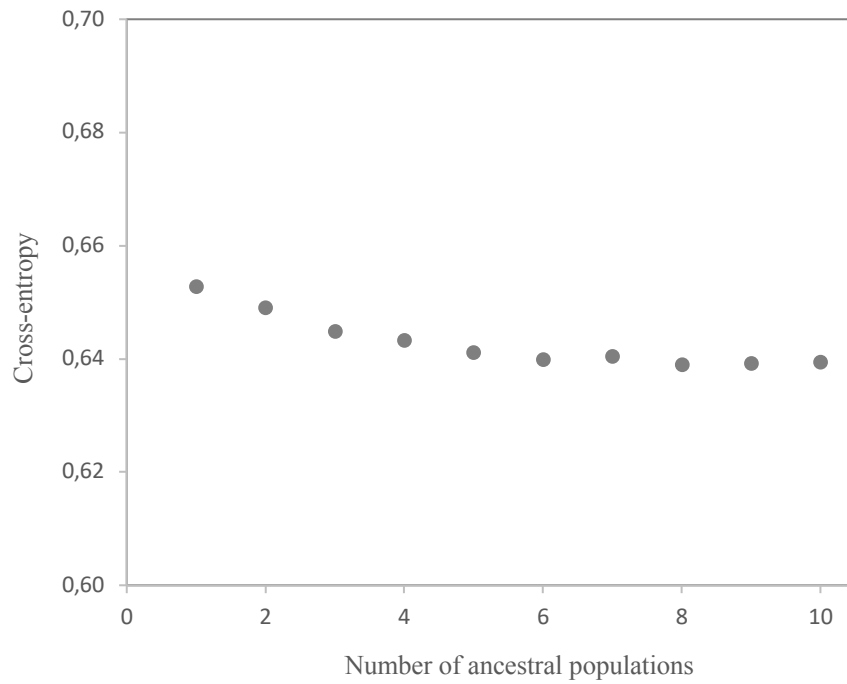

**Figure S2.** Frequency distribution of the root soil aggregation phenotype (i.e. RAS/RT) among the F2s and the contrasted inbred lines used in the development of the bi-parental population for Bulk Segregant Analysis.

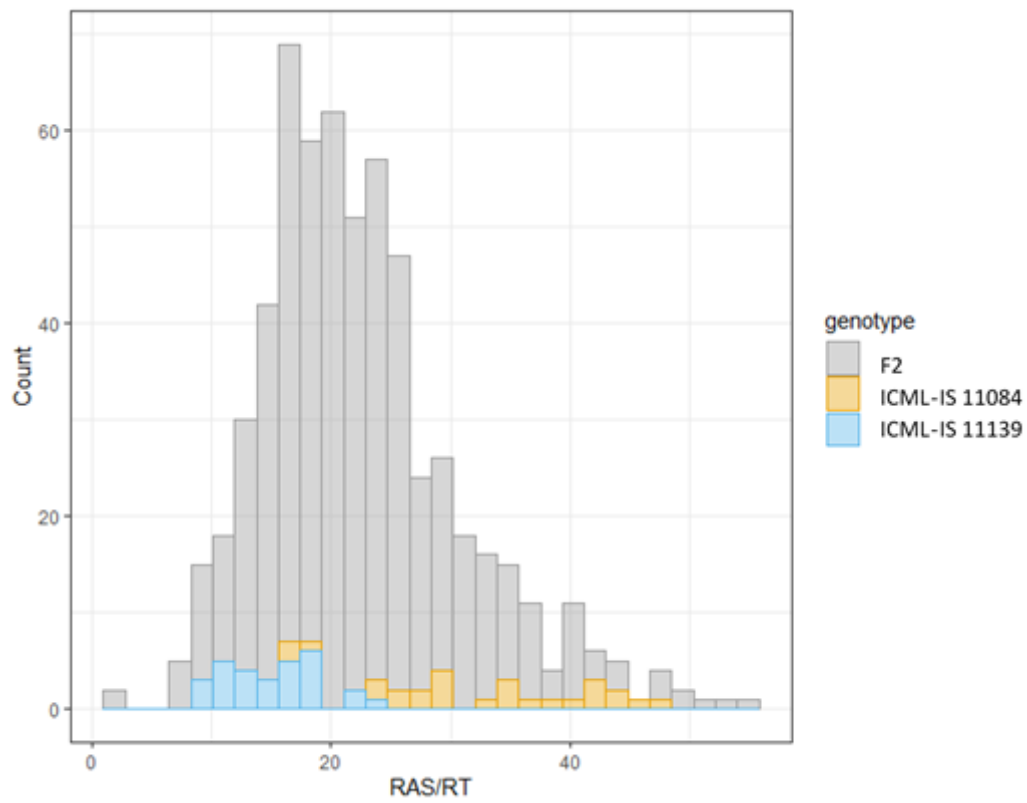

**Supplementary Table S1. Spearman correlation between the different traits in 2018 and 2020 experiments**

[illegible]

|                 |   |       |         |          |          |          |          |          |         |        |        |          |
|-----------------|---|-------|---------|----------|----------|----------|----------|----------|---------|--------|--------|----------|
| AvgLRH          |   |       |         |          |          |          |          |          | 1       | 0,354* | 0,550  | 0,133    |
| AgDRH           |   |       |         |          |          |          |          |          |         | 1      | -      | -0,383   |
| F%              |   |       |         |          |          |          |          |          |         |        | 0,250  |          |
| I%              |   |       |         |          |          |          |          |          |         |        | 1      | 0,727*** |
|                 |   |       |         |          |          |          |          |          |         |        |        | 1        |
| 2020 experiment |   |       |         |          |          |          |          |          |         |        |        |          |
| RAS/RT          | 1 | -     | -0,308  | -0,341*  | -0,300   | -0,303   | -0,305   | -0,322*  | 0,410*  | 0,001  | -0,165 | -0,096   |
| L               |   | 0,297 |         |          |          |          |          |          |         |        |        |          |
|                 |   | 1     | 0,992** | 0,455**  | 0,994*** | 0,944*** | 0,984*** | 0,952*** | 0,085   | -0,254 | 0,210  | 0,213    |
|                 |   |       | *       |          |          |          |          |          |         |        |        |          |
| RSA             |   |       | 1       | 0,520*** | 0,977*** | 0,966*** | 0,967*** | 0,974*** | 0,053   | -0,248 | 0,181  | 0,193    |
| AvgDiam         |   |       |         | 1        | 0,411**  | 0,605*** | 0,409**  | 0,623*** | -0,338* | -0,002 | -0,069 | -0,072   |
| LFR             |   |       |         |          | 1        | 0,912*** | 0,994*** | 0,925*** | 0,096   | -0,267 | 0,218  | 0,213    |
| LTR             |   |       |         |          |          | 1        | 0,893*** | 0,993*** | 0,019   | -0,232 | 0,143  | 0,172    |
| SAFR            |   |       |         |          |          |          | 1        | 0,908*** | 0,122   | -0,262 | 0,168  | 0,165    |
| SATR            |   |       |         |          |          |          |          | 1        | 0,004   | -0,238 | 0,187  | 0,210    |
| AvgLRH          |   |       |         |          |          |          |          |          | 1       | -0,151 | -0,074 | -0,023   |
| AgDRH           |   |       |         |          |          |          |          |          |         | 1      | -      | -0,385*  |
|                 |   |       |         |          |          |          |          |          |         |        | 0,383* |          |
| F%              |   |       |         |          |          |          |          |          |         |        | 1      | 0,971*** |
| I%              |   |       |         |          |          |          |          |          |         |        |        | 1        |

Ratio (RAS/RT) between the mass of root-adhering soil (RAS) and root tissue biomass (RT), Total root length (L), Root Surface Area (RSA), Average Root Diameter (AvgDiam), Total Length of Fine Roots (LFR), Total Length of Thick Roots (LTR), Surface Area of Fine Roots (SAFR), Surface Area of Thick Roots (SATR), Average Length of Root Hairs (AvgLRH), Average Density of Root Hairs (AgDRH), Frequency of mycorrhization (F%), Intensity of mycorrhization (I%).

**Table S2. Significant marker-trait associations for root-adhering soil aggregation using 3 GWAS methods**

Significant markers ( $p$ -value  $<10^{-4}$ ) identified by Latent Factor Mixed Model (LFMM) using the ridge algorithm (Caye *et al.*, 2019). The significant value of the statistic is shown for LFMM and two complementary GWAS methods: MLM and EMMA. The proportion of phenotypic variance explained (PVE) is shown for the most significant SNP within each QTL region. Shaded cells group the SNPs within the same QTL regions. In bold, significant SNPs coincidence with significant genomic regions identified in BSA.

**Table S3.** Root-adhering soil aggregation in the contrasted bulks of F2 lines (small *vs* high RAS/RT bulk) selected for the BSA study and the parental inbred lines of the cross.

|                       | Bulk<br>S-RAS    | Bulk<br>H-RAS    | ICML-IS 11139    | ICML-IS 11084    |
|-----------------------|------------------|------------------|------------------|------------------|
| Number of individuals | 55               | 55               | 29               | 27               |
| RAS/RT Mean $\pm$ SD  | 10.99 $\pm$ 2.96 | 38.19 $\pm$ 6.42 | 15.01 $\pm$ 3.97 | 32.74 $\pm$ 9.08 |
| RAS/RT Min – Max      | 1.64 – 17.13     | 28.91 – 54.76    | 8.44 – 23.28     | 15.76 – 47.41    |

**Table S4. Top ten GO enriched terms in the differentially expressed genes between contrasting lines for root-adhering soil aggregation.** Annotated: number of genes annotated with the corresponding GO term in the pearl millet genome; Significant: number of genes annotated in the differentially expressed genes with the corresponding GO term; Expected: number of corresponding GO term expected in the differentially expressed genes; Rank: rank of *p*-value in the classic Fisher test; *p*-value: *p*-value of the classic Fischer test; Weight01: weight01 in the Fischer test taking into account hierarchical links between GO terms.

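Table S4 sets the number of differentially expressed genes with a GO term beside the number that the term's share of all annotated genes would give. The same comparison for the motif families, over the tested genes, gave an expected 5.13 called NB-ARC genes, 18.6 2-oxoglutarate oxygenase genes, 8.42 class III peroxidase genes and 11.4 cytochrome P450 genes. The annotation as a whole held 77, 373, 146 and 245 genes with the motifs of these families. With the P-loop alone it held 219 genes, so the 77 genes with both motifs need not be the whole NB-ARC family. A motif family and a GO term need not hold the same genes, so these counts and those of Table S4 are not interchangeable.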

| GO term    | Annotation                           | Annotated | Significant | Expected | Rank | p-value  | Weight01 |
|------------|--------------------------------------|-----------|-------------|----------|------|----------|----------|
| GO:0043531 | ADP binding                          | 357       | 70          | 16.33    | 1    | 9.00E-26 | 9.00E-26 |
| GO:0016706 | oxidoreductase activity              | 128       | 16          | 5.86     | 12   | 0.00024  | 0.00024  |
| GO:0004601 | peroxidase activity                  | 197       | 20          | 9.01     | 16   | 0.00072  | 0.00114  |
| GO:0020037 | heme binding                         | 557       | 41          | 25.49    | 20   | 0.00185  | 0.00185  |
| GO:0019239 | deaminase activity                   | 9         | 3           | 0.41     | 23   | 0.00651  | 0.00651  |
| GO:0016765 | transferase activity                 | 46        | 7           | 2.1      | 22   | 0.0046   | 0.00935  |
| GO:0030598 | rRNA N-glycosylase activity          | 20        | 4           | 0.92     | 27   | 0.01172  | 0.01172  |
| GO:0003950 | NAD+ ADP-ribosyltransferase activity | 11        | 3           | 0.5      | 29   | 0.01194  | 0.01194  |
| GO:0047134 | protein-disulfide reductase activity | 12        | 3           | 0.55     | 32   | 0.01539  | 0.01539  |
| GO:0009045 | xylose isomerase activity            | 5         | 2           | 0.23     | 33   | 0.01906  | 0.01906  |

How the deposited data were processed for this re-analysis (not part of the article)

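RNA from crown root tips (2 cm apex) of a low and a high RAS/RT pearl millet line was sequenced in 3 replicate libraries per line, 6 in all. The authors deposited raw read counts per gene, whole numbers that are not normalized, in a table they had filtered. The filter rule, the aligner, the counting tool, the use of strand and the genome build are not given in the sources used here. The deposited coding sequences of 35791 genes of the reference annotation hold no measurement; their headers gave the chromosome, start, end and strand used here, and all 20007 genes of the count table were found among them. All coding sequences have lengths that are multiples of 3, so lengths are coding lengths without untranslated regions. Lines were assigned from the sample labels and the paper, and every per-sample column was used.

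Total counts per library ranged from 6861400 to 19919042. At this depth a gene at 1 CPM has few counts in the shallow libraries, and intervals given for ratios of counts cover counting error only. The counts were analysed with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 in R 4.3.3, and with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 in Python 3.11.15. Proteins were compared with BLASTP 2.17.0, with matches kept at an e-value of 1e-05 or less. All 20007 genes were tested between 3 high and 3 low RAS/RT libraries with edgeR's quasi-likelihood test (TMM normalization, robust estimation), without covariates, and genes with a Benjamini-Hochberg adjusted p under 0.05 were called. Standard errors of log2 fold changes were derived from the same fit. For single genes, an exact permutation test of log2(CPM + 1) was added, whose smallest two-sided p with 3 against 3 is 0.1.

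Each test was first tested on simulated data with the real genes, means and library sizes and 200 of 20007 genes changed 4-fold. The changed genes were drawn from those with a mean of at least 20 counts, in a single simulated set. Recovery of weakly expressed genes was therefore not measured. The quasi-likelihood test recovered 88.5% of the changed genes with 20 false calls, 10.2% of its calls, which is above the nominal 5%. Limma-voom recovered 85% with 18 false calls.

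Genes were assigned to motif families by protein patterns fixed beforehand: NB-ARC (a P-loop and, within 250 residues, a second motif), class III peroxidase, cytochrome P450 (proteins of at least 300 residues), 2-oxoglutarate oxygenase and protein kinase. Over-representation was tested by Fisher's exact test, with the tested genes as background. A gene was taken to share sequence with another when both coding sequences hold the same 31-base word on either strand; 8221 of the tested genes do, and their counts are uncertain to the extent that the authors' counting could split reads between copies. Windows of QTLs and BSA regions were taken from the paper. Called genes in the BSA regions were compared with 10000 rotations of the calls along the genome, and neighbouring called genes with 10000 shuffles. Genes with at most 3 counts over the 3 libraries of one line and at least 1 CPM in every library of the other were counted as read in one line only.

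The genes named are those the paper names in its paragraphs on RNA-seq, QTLs and candidate genes, and the 2 genes with the largest log2 fold change in each direction among called genes with at least 10 counts in every library and no overlap between the lines. Other genes were named after their values were seen, and the text says so.

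Alternatives were other size factors (RLE, upper quartile), DESeq2, edgeR's exact test, a re-implementation of DESeq from its published method, the combination of these 3, limma-voom, filterByExpr (17631 genes), at least 10 counts in every library (14734 genes), thinning to the smallest library, leaving out each library in turn, the replicate number as a block, an offset for GC content of the coding sequence, other thresholds, other windows, and other motifs. Library size as a covariate, an unadjusted p for these 3 tests, the BSA regions against the rest of their chromosome, and for genes read in one line only the thinning, the random assignment of reads and the leaving out of libraries, were added after the data were seen. Phenotypes, GWAS and BSA reads were not analysed here, and no gene ontology annotation or genome sequence was used.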

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

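The results in this part are signals in genes that the paper does not discuss. The following tests were chosen only after the result was seen: for genes read in one line only, the random assignment of reads to libraries, the comparison of total reads between the lines, the count expected at the level of the other line, the split by shared 31-base words, the leaving out of libraries, the thinning (its foreseen outcomes were written down before its result) and the predictions for NB-ARC genes (whose hypothesis and test were fixed in advance); for neighbouring genes, the test of a common direction. Shuffles, splits and the other tests of chromosome 6 were set before their results were seen, although chromosome 6 itself was noticed in the data.

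Genes read in one line only numbered 107, of which 55 were read in the high RAS/RT line only and 52 in the low RAS/RT line only, and 106 of them were called, 7.74% of all called genes. They have at most 3 counts over the 3 libraries of one line and at least 1 CPM in every library of the other. In the other 9 splits of the libraries at most 1 gene met the same rule, which argues against variation between libraries. Library depth was first tested by thinning to the smallest library, and the outcome was neither of those foreseen: the number rose to 179 (83 and 96), which decides nothing, because thinning moves every gene toward the floor. At the level of the line that reads the gene, the smallest count expected over the 3 libraries of the other line was 41.95, and in 1000 random assignments of the reads of all 20007 tested genes to the libraries in proportion to their totals 0 genes met the rule in any. Both follow from the rule of 1 CPM or more, so neither is an independent test of library depth. The high RAS/RT line has fewer counts in total (34739149 against 44522213), and a lower depth cannot take genes away from the deeper line, which argues against this difference for the 55 genes read in the high RAS/RT line only. The 52 genes read in the low RAS/RT line only have at most 3 counts, against at least 41.95 expected over the libraries of the high RAS/RT line. The rule sets this gap in advance, so for these genes no independent test of the difference in depth was made. Counts split between near-identical copies were foreseen to show as nearly all of these genes sharing a 31-base word with another gene, or most of them sharing none; 56.1% do, between both, compared with 41.1% of all tested genes. For the 47 genes that share no such word this explanation is argued against. For the 60 that do, it stays open, since it needs the reads, which were not analysed here. The number depends on the libraries: without replicate 3 of the high RAS/RT line it was 198, and without replicate 3 of the low RAS/RT line 167. NB-ARC genes were hypothesised to be most of them, but made up 1 of the 107 (0.935%), which argues against that. Whether they are over-represented at all is not decided by 1 gene (odds ratio 2.53, Fisher's exact test, two-sided, p = 0.332). A difference in gene content between the lines, sequence that diverged from the reference so that reads of one line were not counted, and expression switched off in one line remain open and were not tested; the first 2 are candidate explanations that genomic reads of both lines could separate. Sequence divergence is technical for an expression estimate and biological for the lines.

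Called genes lay next to each other on the chromosomes in 182 neighbouring pairs, 1.946 times the mean of 93.5 in 10000 shuffles, of which the highest had 132 (permutation p = 0.0001, the smallest they can give). With expression held within deciles the ratio was 1.937, which argues against the expression level of neighbours. Leaving out every gene that shares a 31-base word with another gave 60 pairs against a mean of 34.5, a ratio of 1.738 (permutation p = 0.0001, the smallest possible), which argues against reads shared between copies as the whole cause. Neighbouring called pairs changed in the same direction in 67.0% of cases (122 of 182), against 50.3% from the shares of higher and lower genes (permutation p = 0.0001, the smallest possible), and in 62.5% of the 40 pairs in which neither gene shares a word, a share that was not tested on its own. As a hypothesis, this is consistent with stretches of the genome that differ between the lines and change neighbouring genes together. Tandem duplicates that diverged beyond a common 31-base word, genes whose models were split or overlap, and differences in counting between haplotypes were not tested and stay open.

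On chromosome 6, 2.743% of 2880 tested genes were called, compared with 7.53% on the other chromosomes (odds ratio 0.346). Shuffles of blocks of 50 neighbouring genes gave a chromosome as low in a share of 0.0001, the smallest they can give. This argues against an uneven spread by chance of stretches up to that length. Chromosome 4, at 10.4%, was as far out on the high side. Runs without a call, given below, are longer than these blocks, so the placement of longer stretches by chance is not excluded. With the calls shuffled within deciles of expression the mean on chromosome 6 was 6.848% and the lowest value 5.24%, so the expression level of its genes does not account for it. The median absolute log2 fold change was 0.2171 on chromosome 6 and 0.283 elsewhere, lower than in any random set of as many genes (0.246), which argues against a larger spread between replicates as the cause. Among genes that share no 31-base word the share was 2.134% against 5.98% (Fisher's exact test, two-sided, p = 5.86e-13). That test treats neighbouring genes as independent, so its p may be too small. The odds ratio of these genes, 0.343, was close to the 0.346 of all tested genes, which argues against reads shared between copies. Chromosome 6 was the lowest chromosome in 22 of 22 settings compared, between 0.660% and 5.31%. Called genes were missing from long stretches: the longest run without a call was 319 tested genes (190496233 to 213338637, 22.8 Mbp), against a median of 169 in shuffles within the chromosome (permutation p = 0.0058, adjusted over the 7 chromosomes p = 0.0203). Chromosome 3 held a run of 226 genes (41436207 to 57619717; adjusted p = 0.0007 by permutation). As a hypothesis, the lines may share long stretches of chromosome 6 by descent, which variants of both lines could test; such variants were not analysed here. A biological reason tied to the RAS/RT ratio was not tested, and the design, with 1 line per group, cannot separate it from any other difference between the lines.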

How the results depend on the processing

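The alternatives were set before the data were examined, apart from library size as a covariate, the union of windows, the unadjusted p for the 3 tests of the paper, the BSA regions against the rest of their chromosome, and the leaving out of libraries and the thinning for genes read in one line only. Unless a cause is given, the cause was not tested.

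The number of differentially expressed genes, 1369 (629 higher and 740 lower in the high RAS/RT line), stayed within 1.5 times of that value in 15 of 25 alternatives, among them RLE (1371), upper-quartile factors (1364), DESeq2 (1986), the 3 tests of the paper combined (1181), limma-voom (1455) and thinning (1213). EdgeR's exact test called 2226 genes (970 and 1256). With at least 10 counts in every library the number was 619 (316 and 303), a filter that removes genes that fell to few counts in one line. The DESeq2 test against an absolute log2 fold change above 1 gave 493 (222 and 271), and an adjusted p under 0.01 gave 503 (234 and 269), as stricter thresholds do; an unadjusted p under 0.05 gave 3865 (1650 and 2215), and 2574 (1191 and 1383) had it in all 3 tests of the paper. Leaving out 1 library, which lowers the number of samples, gave 676 to 1252 genes, 303 to 509 higher and 373 to 743 lower. The 4 lowest were 676 without low RAS/RT line replicate 2, 851 without high RAS/RT line replicate 3, 889 without low RAS/RT line replicate 1 and 900 without high RAS/RT line replicate 2. Between 48.2% and 75.8% of the 1369 genes stayed called in these fits. Of the 10 splits of the libraries 3 against 3, only 1, the real one, gave as many calls, but 10 splits cannot give a share under 0.1, so chance could not be excluded by this count alone; the other 9 gave 0 calls by edgeR's quasi-likelihood test and 75 to 1601 genes at an unadjusted p under 0.05. Fewer genes were higher than lower in the high RAS/RT line under TMM, RLE and upper-quartile factors, with 47.26% higher at most, under RLE. Medians of all log2 fold changes were between -0.04 and -0.02 under these 3 scalings, which differ too little to test scaling between libraries as the cause of the imbalance. The share moved both ways in other settings. It was 40.7% (509 and 743) without low RAS/RT line replicate 3, 43.5% without high RAS/RT line replicate 3 and 43.6% with EdgeR's exact test, but 49.3% without high RAS/RT line replicate 1, 49.8% (698 and 703) with library size as a covariate, 50% without high RAS/RT line replicate 2 and 51.1% with the filter on 10 counts.

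Replicate numbers did not pair the libraries: the correlations of deviations from the line means between libraries with the same number were -0.0866, 0.368 and 0.0371. With the replicate number as a block 970 genes were called, and 1038 with the GC offset added. Under this replicate block the odds ratio of cytochrome P450 genes was 1.819 and that of protein kinases 0.9806. Among the genes the paper names, the block changed no call.

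All 4 genes named for their size kept their direction and their side of the threshold in all 20 alternatives, as did Pgl_GLEAN_10016764 and Pgl_GLEAN_10020195. Signs changed in genes of few counts: Pgl_GLEAN_10016760 to 0.0652 with limma-voom, 0.26 with the GC offset, 0.25 with the replicate block and GC offset, and -0.68 to 0.34 with libraries left out; Pgl_GLEAN_10016761 to 0.0838 with the replicate block and GC offset, and -1.04 to 0.82 with libraries left out; Pgl_GLEAN_10016762 from -0.24 to 0.44 with libraries left out. Pgl_GLEAN_10020193 passed the threshold only with library size as a covariate (-4.52, adjusted p = 0.0257 from edgeR's quasi-likelihood test; adjusted p 0.103 to 1.00 elsewhere).

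NB-ARC genes were over-represented in all 27 alternatives by Fisher's exact test, unadjusted, with odds ratios of 2.36 to 4.22. Adjusted over the 5 families, Fisher's exact test did not pass with at least 10 counts (p = 0.0808), without low RAS/RT line replicate 2 (p = 0.0664) and at an adjusted p under 0.01 (p = 0.0572). The other families depended on the setting, and of them only cytochrome P450 passed the adjusted test in any alternative. Class III peroxidases passed it unadjusted with DESeq2 (1.664), EdgeR's exact test (1.651), an unadjusted p (1.473) and without high RAS/RT line replicate 2 (2.099), fell under 1 at an adjusted p under 0.01 (0.9692), and ranged from 0.9107 to 2.099 with libraries left out. Cytochrome P450 passed Fisher's exact test, adjusted over the 5 families, with DESeq2 (1.694, p = 0.0324), EdgeR's exact test (1.70, p = 0.0231), an unadjusted p (1.56, p = 0.0222), the covariate (2.045, p = 0.00722) and without high RAS/RT line replicate 1 (2.422, p = 0.00433). With the replicate block it passed only unadjusted (p = 0.0314, Fisher's exact test). Its odds ratio was 0.8135 with at least 10 counts, 0.9571 at an adjusted p under 0.01 and 0.8872 at the lowest with libraries left out. For 2-oxoglutarate oxygenases the odds ratios were 1.509 with thinning, 0.9162 with the replicate block and GC offset, 0.7234 at an adjusted p under 0.01 and 0.8575 to 1.458 with libraries left out. For protein kinases they were 1.477 against a log2 fold change above 1, 1.302 with the covariate and 1.164 to 1.34 with libraries left out.

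The windows of the GWAS QTLs held 11 called genes, 6 with at least 10 counts in every library, 0 within 50 kb of the SNPs (edgeR's quasi-likelihood test, 7 at an unadjusted p under 0.05) and 19 in windows of 2 Mbp, which hold fewer or more genes by construction. Within 50 kb, 1 gene was called in 10 of 20 alternatives: DESeq2, EdgeR's exact test, DESeq re-implemented, these 3 combined, limma-voom, the replicate block, the GC offset, both together, library size as a covariate, and without high RAS/RT line replicate 1. By CPM per coding length, the percentile of Pgl_GLEAN_10019483 was 71.57 and 63.54 instead of 91.8 and 88.2. The union of the windows of QTLs 5.5 and 5.6, instead of RAS5.3, held 105 annotated genes. Neighbouring called genes exceeded shuffles in all 21 alternatives, and the share of called genes in the BSA regions stayed within rotations in all 27, with an odds ratio above 1 in 1 of them, against the rest of chromosome 6 (1.248).

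Genes read in one line only depended most on the rule, being 35 (23 and 12) with a floor of 0 counts, 245 (102 and 143) with a floor of 10, 15 (14 and 1) at 5 CPM or more in the other line, and 179 (83 and 96) with thinning. Leaving out libraries gave 132 to 198, with 59 to 82 in the high and 58 to 139 in the low RAS/RT line only; the low-only number was 139 without high RAS/RT line replicate 3 and 87 without low RAS/RT line replicate 3, and fewer libraries loosen the rule. Depth limits genes near the floor most, since the shallowest library has 905 genes at 0 counts.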

Differences from the paper's values

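The tests in this part were set before the data were examined, with the following exceptions. The union of windows, library size as a covariate and the unadjusted p for the paper's tests were chosen after the values were seen.

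The paper counts 105 annotated genes in RAS5.3, and the deposited coding sequences hold 672 between the ends of this region. No alternative set before the data were examined bears on this count. The union of the 1 Mbp windows of GWAS QTLs 5.5 and 5.6 (chromosome 5, 155638800 to 156996700), a setting chosen after seeing the values, holds 105.

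In Fig. 4A, read by eye, the circle of DESeq holds about 2100 genes, and DESeq re-implemented called 1219 here. The circle of DESeq2 holds about 1300 in Fig. 4A, read by eye, and DESeq2 called 1986 here. The original DESeq package was not run. The circle of EdgeR, about 2200 in Fig. 4A, read by eye, is within 1.5 times of the 2226 called here. At an unadjusted p under 0.05, a setting for single tests chosen after seeing the values, DESeq re-implemented called 2659, within 1.5 times of its circle, whereas DESeq2 called 3762 and EdgeR's exact test 3923, both further from theirs. The paper gives the threshold as a p value of 0.05 and does not say whether it was adjusted.

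The number of differentially expressed genes, 1270 in the paper, is within 1.5 times of the 1369 called by edgeR's quasi-likelihood test and of the 1181 called by all of the paper's 3 tests. At an unadjusted p under 0.05 in all 3 tests, a setting chosen after seeing the values, the number was 2574, more than 1.5 times that of the paper. It also differs by more under EdgeR's exact test, DESeq2, at least 10 counts in every library, without low RAS/RT line replicate 2, the test against a log2 fold change above 1, an unadjusted p under 0.05 and an adjusted p under 0.01. It is within 1.5 times under all other alternatives of the quasi-likelihood test and under the other tests run at an adjusted p.

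The paper states that the arginase gene Pgl_GLEAN_10016765 is significantly more expressed in the low RAS/RT line. The direction was the same here, with a log2 fold change of -0.54, but the adjusted p was 0.282 in edgeR's quasi-likelihood test and between 0.21 and 0.69 over the alternatives, so no setting called it at an adjusted threshold; the unadjusted p was 0.0582 in the same test and 0.0366 without low RAS/RT line replicate 3.

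The paper places the most significant SNP of GWAS QTL 5.5 in Pgl_GLEAN_10037821. In the deposited coding sequences this gene begins 650.9 kb from the SNP, and the coding sequence at the SNP is Pgl_GLEAN_10037760.

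The paper describes Pgl_GLEAN_10028942 as more expressed in the low RAS/RT line, without naming a test. The direction was the same here, but no setting called it at an adjusted p under 0.05 (adjusted p = 0.227 in edgeR's quasi-likelihood test, 0.11 to 0.51 over the alternatives). At an unadjusted p under 0.05 it was called by the quasi-likelihood test (p = 0.0404, from edgeR) and, in a setting chosen after seeing the values, by all 3 tests of the paper: EdgeR's exact test (p = 0.0237), DESeq re-implemented (p = 0.0229) and DESeq2 (p = 0.0200). For the glyoxylate reductase cluster the paper reports 1 differentially expressed gene without naming it or its direction, and here 1 of the 4 was called, Pgl_GLEAN_10016764. For the acidic endochitinases it reports 1 gene with higher expression in the low RAS/RT line, also without naming it, and here Pgl_GLEAN_10020195 was called and higher in that line.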

Other observations

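The following tests in this part were chosen only after the result was seen: the comparison of areas in Fig. 4A with exchanged labels and at an unadjusted p, the search for proteins like Pgl_GLEAN_10037821, the union of windows, the test of RAS5.1 alone, the comparison of the BSA regions with the rest of the same chromosome, and the removal of the histone trend. For the BSA regions the hypothesis and the test were fixed in advance, but the expected outcome was written down later. The other tests were set before their results were seen.

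NB-ARC genes were over-represented among called genes beyond what their expression level gives: of 10000 random sets of tested genes matched on mean expression, a share of 0.0079 held as many as 13 called genes (median 6). The random sets ignore that called genes tend to be neighbours, so this share may be too small. Reads shared between near-identical copies are argued against as the whole cause by the genes without a shared 31-base word, with an odds ratio of 2.744 (Fisher's exact test, one-sided, p = 0.0476), but with 5 of 37 genes this is marginal. Sequence that diverged from the reference in one line, which would lower counts without a change in expression, was not tested. A biological difference between the lines in these genes stays open.

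The hypothesis that the regions linked to the trait hold more called genes than the rest of the genome was not borne out. Inside the 5 BSA regions 132 of 2330 tested genes were called (5.67%), against 1237 of 17677 elsewhere (7.00%), an odds ratio of 0.7981. Fisher's exact test gave p = 0.0163 (two-sided) toward fewer, but it treats neighbouring genes as independent; with rotations of the calls the p was 0.434, so the data show neither an excess nor a lack. The BSA parents were ICML-IS 11139 and ICML-IS 11084, and the Methods name ICML-IS 11155 as the second RNA-seq line, so the regions may not separate the lines compared here. In RAS5.1 alone, 16 of 81 tested genes were called (19.8%; permutation p = 0.0135 by rotation), and after adjustment over the 5 regions p = 0.0675. At the other end, 2 of 154 tested genes were called in RAS6.1 (1.30%; adjusted permutation p = 0.440 by rotation) and 19 of 497 in RAS6.2 (3.82%; adjusted permutation p = 0.554 by rotation), both on chromosome 6, where 2.74% of the tested genes were called. Compared with the rest of the same chromosome, the odds ratio inside the regions was 0.807 on chromosome 5 (permutation p = 0.376 by rotation) and 1.25 on chromosome 6 (permutation p = 0.831 by rotation). RAS5.1 was singled out after its value was seen, and an uneven spread by chance cannot be told apart from a local excess with 81 genes.

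The most significant SNP of GWAS QTL 5.5 lies in Pgl_GLEAN_10037760 and not in Pgl_GLEAN_10037821. As a hypothesis, the paper's description could be of the former gene: its protein of 398 residues is among the 11 BLASTP matches of Pgl_GLEAN_10037821 in all proteins of the annotation, at rank 3 by bit score, 4 by e-value and 7 by identity (40.3% identity over 129 residues, e-value 5.07e-14). That a gene of the same family lies at the SNP was not tested against chance. For RAS5.3, the 105 annotated genes in the union of the windows of QTLs 5.5 and 5.6 equal the number in the paper, which is consistent with a count over these windows (1.36 Mbp) instead of the whole region; an equal number found after a search is no proof of it.

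The areas of Fig. 4A, read by eye, differ from the counts here by a sum of 1657 genes with the labels as printed, and by 447 with the labels of DESeq and DESeq2 exchanged. At an unadjusted p under 0.05 both sums were larger, 3212 and 1848. Exchanged labels are a candidate explanation. The re-implementation of DESeq, another version of DESeq2, or other settings of either could also shift these areas and were not tested.

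The shallowest library of each line, high RAS/RT line replicate 1 and low RAS/RT line replicate 3, deviated from their line means in the same way across genes, with a correlation of 0.356 over genes, which are not independent replicates. This is not the highest value among the 9 pairs of libraries from different lines: replicate 2 of both lines had 0.368. High replicate 1 with low replicate 2 had -0.336, and high replicate 2 with low replicate 3 had -0.431, the largest in size. With 3 libraries per line the deviations sum to 0 within a line, so these correlations constrain each other. After thinning to the smallest library the correlation was 0.3429, after a GC correction 0.3672 and after a correction for coding length 0.3667, which argues against depth, GC content and length bias as the cause. The test of a different share of dividing tissue in the apex, set beforehand, came out as that explanation foresees: the mean of 41 histone genes was above its line mean by 0.12 and 0.33 (log2) in these libraries, at percentiles 97.33 and 100 of 10000 matched random sets. Low RAS/RT line replicate 2 was higher still, at 0.45, and replicate 1 stood at -0.78, so a high histone level is not particular to the shallow library. A test chosen later removed from each gene its slope on the histone deviation and left a correlation of 0.2959, which argues against dividing tissue as the whole cause, not as a part of it. How the apices were sampled or pooled in each replicate is not given in the sources used here, and no biological explanation for replicates of one line was tested.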
